# Molecular mechanisms underlying opportunistic seasonal reproduction in the male rodent pest *Arvicola terrestris scherman*

**DOI:** 10.1038/s41598-026-51017-9

**Published:** 2026-04-30

**Authors:** A. Chorfa, Y. Renaud, Y. Bidet, S. Viala, G. Marceau, S. Bravard, C. Damon-Soubeyrand, C. Martins, S. Gominard, J. R. Drevet, F. Saez

**Keywords:** Spermatozoa, Testis, Seasonal breeding, Wild vole, Climate change, Ecology, Ecology, Physiology, Zoology

## Abstract

The fossorial vole *Arvicola terrestris scherman* (*ATS*) is a pest rodent in Central Europe that is subject to cyclical infestations, the frequency of which is steadily increasing in a global context of climate and environmental change. Due to the significant economic, agricultural, and sanitary issues associated with *ATS* outbreaks, research is being conducted to better understand the physiological, behavioral, and environmental characteristics of these phenomena. The work presented here consisted of comparing *ATS* males from summer and winter in terms of anatomical, systemic, and testicular gene expression parameters. Interestingly, two reproductive morphs of males with the same anatomical characteristics in terms of overall body weight and coat length were observed during the winter period. One morph is typical of this seasonal breeding species, showing significant winter regression of its reproductive organs, while the other morph is atypical, appearing to having preserved the male reproductive tissues and function. Histological and RNAseq analyses of the testicular tissue clearly define the distinct characteristics of these animals, confirming the maintenance of reproductive capacity in some winter males. Knowledge of these physiological changes is an important factor in defining relevant control strategies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-026-51017-9.

## Introduction

For most seasonal mammals of the temperate zone, photoperiod detection together with temperature and food availability reliably predicts changes in foraging conditions and energy balance^1–3^. These environmental cues are key drivers of alternating periods of sexual activity and reproductive quiescence, as reproduction imposes substantial energy cost^4,5^. However, marked interspecific and interindividual variation exists in responsiveness to environmental parameters^6^. Such variability is particularly pronounced in small rodents, whose short generation facilitates rapid adaptive responses to environmental fluctuations through selection of “opportunistic” breeding strategies^3^.

*Arvicola terrestris scherman* (*ATS)* belongs to the *Cricetidae* family and is mainly found in mountainous regions of southern and central Europe, at altitudes between 800 m and 2,400 m. It represents a fossorial southwestern European phylogeographic variant of the water vole *Arvicola amphibius*^7^. *ATS* area of repartition includes temperate mid-mountain permanent meadows and orchards where it digs extensive burrow systems. Classified as a major agricultural pest in several European countries, *ATS* undergoes cyclic outbreaks^8^ that cause considerable economic damage and management challenges^9–11^. Comprehensive syntheses of its biology, ecology, and control strategies emphasize the complexity of its population regulation and the need to better understand the determinants of reproductive dynamics^12^. In France, understanding and predicting these outbreaks has been a long-lasting challenge involving several governmental regulatory agencies, researchers and field stakeholders.

In *Arvicolinae* rodents, reproductive timing is tightly linked to population dynamics, and even subtle modifications in the onset, duration, or intensity of reproductive activity may have major demographic consequences. This may partly explain the recurrent cyclic outbreaks of the fossorial vole *ATS*, reported across several European regions over the last decades^13^.

Long-term field studies based on capture–recapture approaches and demographic monitoring have described marked fluctuations in reproductive activity, population structure, and gonadal condition in this taxon^14–17^. Cyclic changes in population structure and breeding activity have also been documented in related taxa, including *Arvicola amphibius*^18^. Although these earlier works did not investigate molecular or gene expression mechanisms, they clearly demonstrated that reproductive activity in *ATS* and closely related forms can vary considerably across regions and years, including reports of winter breeding or extended reproductive periods in certain populations^19–22^. Continuous or nearly continuous breeding has been described in northwestern Iberian populations of *Arvicola scherman*, suggesting substantial ecological flexibility in reproductive scheduling^20,23,24^. Together, these studies highlight that the phenotypic expression of reproductive cycles—assessed through gonadal morphology, reproductive indices, and demographic parameters—may differ markedly depending on geographic and environmental context. Importantly, while demographic and morphological studies across Europe have described winter breeding, unconventional reproductive timing, or region-specific reproductive patterns, the physiological and molecular mechanisms underlying these phenotypic observations remain largely unexplored. The reproductive cycles documented at the population level ultimately represent the phenotypic outcome of underlying endocrine, cellular, and gene regulatory processes. In this sense, molecular analyses such as those presented here provide a mechanistic framework that may help explain previously reported variations in reproductive timing and intensity among European populations.

In an earlier study, we reported that *ATS* are classified as seasonal breeders and that photoperiod strongly regulates reproductive activity via modulation of the hypothalamo-pituitary-gonadal (HPG) axis^25^. Temperature and food availability were also suspected to modulate this photoperiodic control, allowing fine-tuning of the onset and termination of the reproductive season.

Within a research program aimed at developing alternate control strategies based on immunocontraception targeting male gamete proteins^26^, we conducted seasonal field collections of *ATS* males in the Puy de Sancy (Auvergne, France), one of the French hot spots of *ATS* outbreaks. Transcriptomic analysis of testes from winter and summer males was performed to evaluate seasonal expression patterns of candidate immunocontraceptive.

targets^26^. Unexpectedly, these analyses revealed that a significant proportion of winter males exhibited molecular signatures consistent with active reproductive function, suggesting the presence of an “opportunistic” breeding phenotype.

Here, we report that a non-negligible fraction of *ATS* males maintains reproductive capacities during winter, a season generally considered non-permissive for reproduction in temperate seasonal rodents. At the molecular level, these sexually active winter males display a distinctive transcriptomic profile more closely resembling that of fully reproductive spring males than that of reproductively quiescent winter conspecifics. Placed in the broader geographic and ecological framework provided by previous demographic and morphological studies across Europe, our results suggest that the winter breeding reported in some populations may rely on specific underlying molecular configurations. From a population dynamics perspective, the persistence of reproductively competent males during winter could accelerate population growth as soon as permissive conditions return, thereby contributing to the rapid amplification phase characteristic of *ATS* outbreaks.

## Materials & methods

### Animals

Male *Arvicola terrestris scherman* (*ATS*) were collected in natural pastures in the region of Puy-de-Dôme (France): Perpezat (45°68’33’’ N–2°78′33′’ E); Nébouzat (45°42’59’’N–2°54′19′’ E); Saint-Julien-Puy-Lavèze (45°39’58’’ N–2°40′25′’ E). Winter males were trapped in January and February and summer males in July and August (2019–2020). In the immediate vicinity of freshly made molehills, galleries were detected with a sounder and a trap (Topcat) was placed inside. Only animals of reproductive age, that is with a weight greater than 70 g, were kept alive and brought back to the animal facility the same day where they were housed in a controlled environment (23 °C, 12 h light/12 h dark). The *ATS* were fed *ad libitum* with carrots. All the following procedures were approved by the Auvergne Animal Experiment Ethics Committee (C2E2A) and the French Ministry for Research (APAFIS authorization # 10653-2017071016422159 v5). The study was designed, conducted, and reported in accordance with the ARRIVE guidelines (Animal Research: Reporting of In Vivo Experiments) and the EU Directive 2010/63/EU for animal experiments. The animals were anesthetized using 4% isoflurane (Isovet, France) in the inhaled air to perform blood sampling. They were then killed by cervical dislocation before tissue sampling.

### Tissue sampling and processing

After cervical dislocation, the testes, epididymides, seminal vesicles and the epididymal white adipose tissue were sampled and weighted. One caput epididymis and one testis *per* animal were fixed in 4% paraformaldehyde (Euromedex, France) for 24 h and 48 h, respectively. Tissues were then dehydrated in an increasing ethanol gradient and placed in Histoclear (HS200; National Diagnostics, USA) for 2 h before paraffin embedding. The other testis and epididymis were snap-frozen in liquid nitrogen and kept at -80 °C until further use.

### Histology, immunohistochemistry and immunofluorescence

Five µm thick paraffin sections of testis and epididymis were made and tissue sections were then deparaffinized by passage through Histoclear and progressively rehydrated in a decreasing ethanol gradient. Masson’s Trichrome staining was performed using an automated deparaffinization and staining machine (HMS 70, Microm) and the slides were finally mounted with Cytoseal (Thermo Fisher Scientific, USA). For immunohistochemistry and immunofluorescence, after deparaffinization, slides were rehydrated in PBS for 5 min at room temperature (RT), and endogenous peroxidases were inhibited with 0.3% H_2_O_2_ in PBS for 30 min at RT for the immunohistochemistry procedure. Tissue sections were then saturated for 1 h in PBS with 5% normal goat serum (Vector Laboratories, USA), and incubated overnight with the following primary antibodies: anti-SYCP3 (Abcam ab97672, 1/2000), anti-H4Ac (Millipore 06866, 1/2000), anti-ZBTB16 (R&D AF2944, 1/1000), anti-AMH (Abcam ab25542, 1/250), anti-GATA4 (Santa Cruz sc1237, 1/500) and anti-THRA (a Sertoli cell maturation marker, Abclonal A5592, 1/75) diluted in PBS with 2.5% normal goat serum. The slides were then rinsed three times 5 min in PBS at RT and incubated with either fluorescent secondary antibodies (1/500 in NGS 2.5%, conjugated to Alexa-fluor A488 or A555) or with biotinylated secondary antibodies (1/500 in NGS 2.5%). For immunohistochemistry, the revelation was performed by incubating the slides with streptavidin-HRP (1/500 in NGS 2.5%) and with the Novared revelation kit (Vector Laboratories). Finally, slides were counterstained with either 1 µg/ml Hoechst 33,342 (Sigma-Aldrich^®^), mounted in Mowiol™ (Electron Microscopy Science), or counterstained with hematoxylin staining and mounted in PBS-glycerol. They were then observed through a Zeiss Axioimager.M2 epifluorescence microscope, and analyzed using Zen 2.3 software (Zeiss).

### Blood biochemistry

Blood was collected at the time of tissue sampling, as a terminal sampling using intracardiac puncture under anesthesia. A maximum volume of 1 ml was collected. After collection, whole blood was centrifuged and the serum collected and stored at -80 °C until use. All concentrations were determined on an automated clinical chemistry analyzer (Dimension Vista 1500, Siemens Healthcare Diagnostics) according to the supplier’s recommendations and standard ISO15189. Free T3 and free T4 were measured by chemiluminescent immunoassay; LDL cholesterol, HDL cholesterol, total cholesterol and triglycerides by Trinder reaction.

### RNA-sequencing and analysis

Total mRNA was isolated from testicular frozen tissues using miRNeasy mini-Kit (Qiagen, France), with DNAse treatment. The quality and quantity of total RNAs were determined using 4150 TapeStation and RNA ScreenTapes (Agilent Technologies). cDNA libraries were prepared using KAPA mRNA HyperPrep Kit (Roche Diagnostics). This kit captures messenger RNA using magnetic oligo-dT beads and it fragments the material using heat and magnesium. Then first strand cDNA was synthetized using random priming and Illumina adapters were added by ligation. Library preparation was performed according to supplier recommendations and as previously described, using 1 µg of total RNA input to ensure high diversity. Indexed cDNA libraries were sequenced single end (1 × 75 bp reads) according to the standard Illumina protocol, using NextSeq 550 High Output v2 kit. An average of 20.2 million reads were generated *per* sample (with a minimum of 14.1 million).

Reads were filtered and trimmed to remove adapter-derived or low-quality bases using trim_galore tool v0.6.10 with parameter –stringency = 6 and FASTQC v0.12.1 was used to verify quality of the outputs. Illumina reads were aligned to the Microtus_ochrogaster reference genome (MicOch1) with Hisat2. Read counts were generated for each annotated gene using HTSeq-Count. Read normalization, variance estimation and pair-wise differential expression analysis with multiple testing corrections were conducted using the R Bioconductor DESeq2 package and RPKM (Reads Per Kilobase of exon per Megabase of library size) were computed during this process. PCA were generated using « PCAplot() » function of the DEseq2 package using only the 500 most highly variant genes. Venn diagrams were generated using “Venny” (https://bioinfogp.cnb.csic.es/tools/venny/). Gene set enrichment analyses were performed with R package “clusterProfiler” v4.10.1 using mm10 annotation database (org.Mm.eg.db). Statistical tests were realized with R or Graphpad PRISM 5.

### qRT-PCR

In order to better characterize the W^+^ phenotype, we performed molecular analyses on specific targets involved in testicular physiology regulation, using both qRT-PCR and immunofluorescence (see above). Five targets were selected, to study the different stages of spermatogenesis (*Zbtb16* and *Sycp3*), Sertoli cell function (*Amh* and *Gata4*) and the thyroid hormone signaling pathway, a known regulator of seasonal reproduction in rodents.

Total mRNAs from testis (see above for the extraction protocol) were reverse transcribed (1 µg) with Moloney leukemia virus reverse transcriptase and random hexamer primers (Promega) according to the manufacturer’s instructions. Quantitative PCR was performed with SYBR Premix Ex Taq II (TaKaRa Bio) on a LightCycler 480 II (Roche). Primer sequences are listed in supplementary Table 1. The relative accumulation level of each mRNA was normalized using actin as a standard, following the comparative Ct method (ΔΔCt method).

### Statistics

To determine whether differences were statistically significant, groups were compared using the non-parametric Kruskal-Wallis test, followed by Dunn’s Multiple Comparison Test. *p* < 0.05 was considered statistically significant. GraphPad PRISM 5 software was used to perform the statistical analysis and generate the associated graphs.

## Results

Field captures made in summer (July/August) and winter (January/February) for two consecutive years (Fig. 1A, red open arrows) showed differences in terms of animal abundance (Fig. 1B), with no distortion in sex ratio. In winter, we were occasionally able to capture gravid females as well as young animals (< 70 g) attesting to reproductive events (Fig. 1B). A histological evaluation of winter-caught male testes and epididymides was carried-out and Fig. 2 shows representative histochemical sections of winter male seminiferous tubules immuno-detected with the germ cell-restricted meiotic marker SYCP3^27^ (synaptonemal complex protein 3) as well as with the acetylated form of Histone H4 (H4Ac), the classic marker of late spermatogenesis targeting elongated spermatids^28^. This enabled us to distinguish 3 distinct testicular phenotypes within the *ATS* winter male population, illustrated by the presence of animals with empty seminiferous tubules with no sign of spermatogenesis (Phenotype 1: Winter P1), animals with signs of complete spermatogenetic function (Phenotype 3: Winter P3) or in an intermediate situation (Phenotype 2: Winter P2). The absence or presence (red arrow in Fig. 2 right panel) of spermatozoa in the lumen of the epididymal tubules, as illustrated by the hematoxylin/eosin sections, confirms that spermatogenesis was indeed complete in some winter males, whereas it was not in others. The cells indicated by the blue arrow (middle panel) have the morphological characteristics of immature germ cells.

**Fig. 1:**
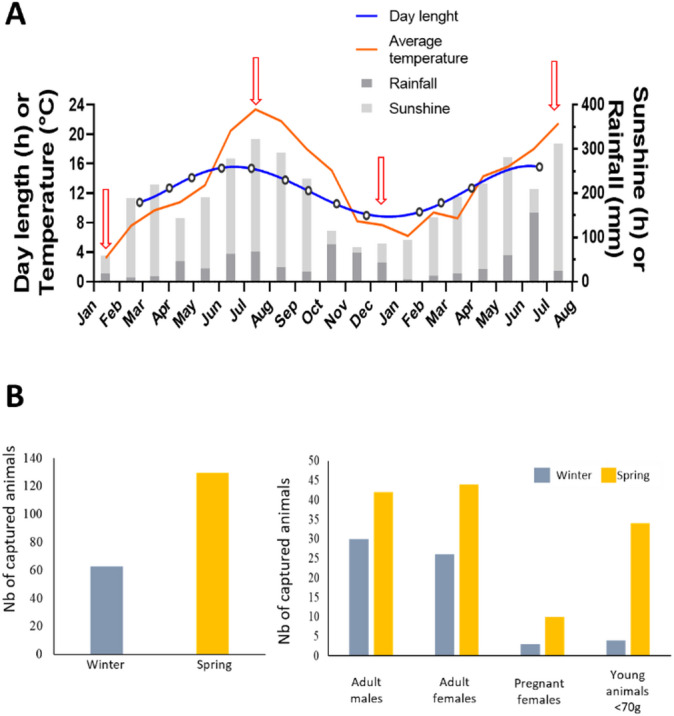
Seasonal variations and animal capture. (**A**) Representation of the climatic parameters (Day length, average temperature, rainfall and sunshine) in the area where the animals were captured, during the 2-year period of the study. (**B**) Details of the animal categories trapped in relation with the season (left panel) or with the age, sex and gestation status of the females (right panel).

**Fig. 2:**
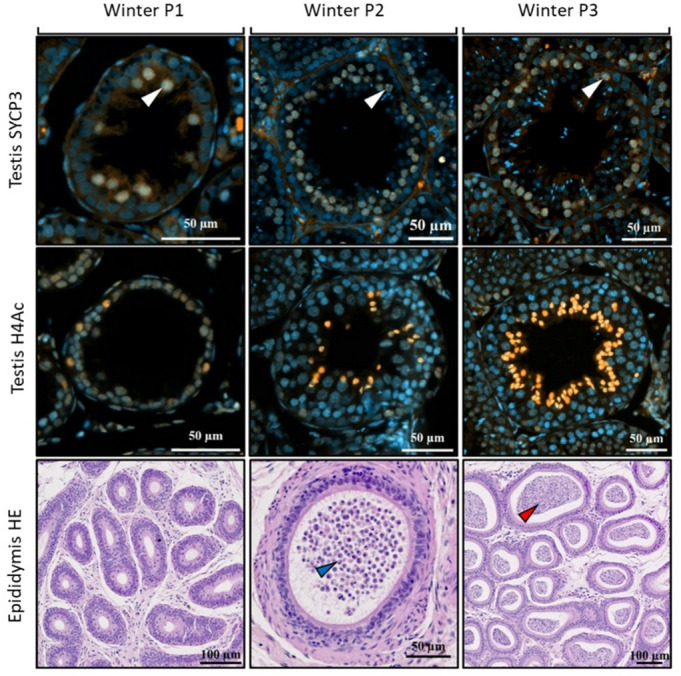
The three different reproductive status of winter males. Early (upper panel, SYCP3) and late (middle panel, H4Ac) stages of spermatogenesis were investigated by immunofluorescence. The histology of the epididymis was characterized by Hematoxylin-eosin staining (lower panel).

Winter males were then distributed in 2 subgroups of winter animals arbitrarily named “Winter^+^ = W^+^” (corresponding to phenotypes P3) and “Winter ^−^ = W^−^” (corresponding to phenotypes P1 and P2), for males that maintain or do not maintain spermatogenesis during the winter season, respectively. These groups were used for further studies and comparisons with summer males (S). In an initial comparative assessment, we examined gross anatomical features (body weight and fur length) typical of phenotypic differences between summer and winter voles (Fig. 3A). For these two specific parameters, W^+^ and W^−^ animals were indistinguishable from each other and both significantly different from summer voles (S). In a second series of phenotypic assessments, we measured the classic anatomical parameters of the male genitalia between the 3 subgroups of animals (Fig. 3B). The mean relative weight of testes, epididymides and seminal vesicles was found to be significantly reduced in W^−^ animals. W^+^ animals, on the other hand, showed little variation from summer (S) animals. Only the mean relative weight of the epididymides of W^+^ males tend to be slightly lower than that of the S group (not reaching statistical significance). Confirming that W^+^ animals were very similar to S animals, it was observed that their epididymal white adipose tissue (EWAT), known to be involved in supporting spermatogenesis^29^, was almost equivalent to that of S animals (Fig. 3B).

**Fig. 3:**
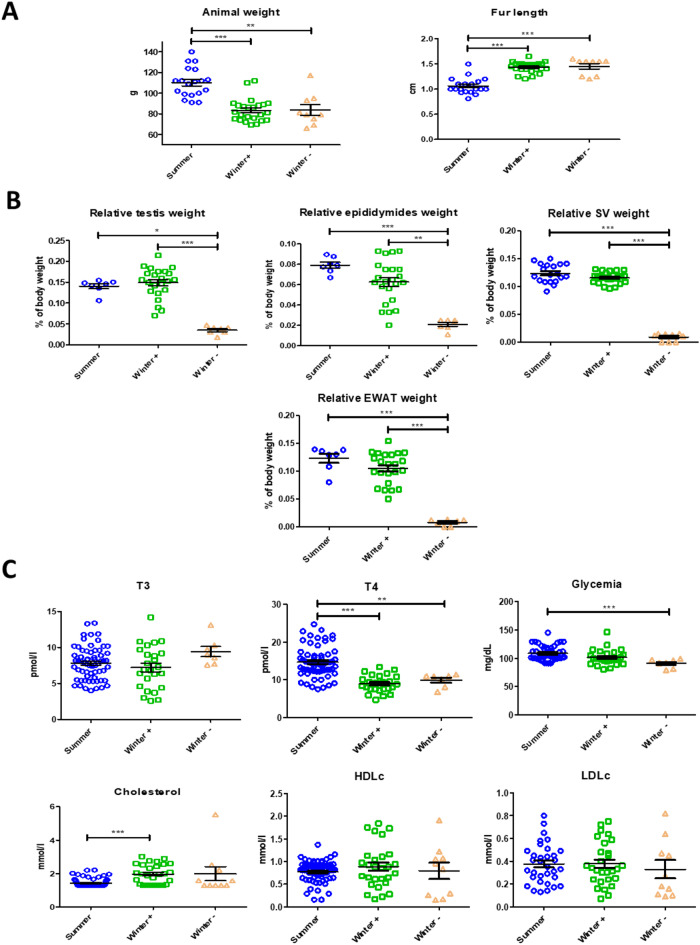
Winter^+^ males keep normal reproductive function. (**A**) W+ males (green squares) showed body weight and fur length similar to W^−^ males (orange triangles), (**B**) whereas their relative testis, epididymis, seminal vesicles and epididymal white adipose tissue weights were similar to summer males (blue circles). (**C**) The circulating thyroid hormones, glycemia and blood cholesterol levels (total, HDL and LDL) of the three groups showed few variations. *P < 0.05, **P < 0.01 and ***P < 0.001 when groups were compared using the Kruskal-Wallis test followed by Dunn’s Multiple Comparison Test. Data are represented as scatter plots and the bar represents the mean ± SEM.

When looking at the systemic compartment (Fig. 3C), glycemia and the thyroid hormone T4 were significantly lower in W^−^ compared to S animals, whereas T4 (decrease) and cholesterol (increase) were significantly different in W^+^ animals compared to S animals. Testosterone could not be measured due to detection sensitivity issues in the majority of the samples.

RNAseq analysis was performed on the testes of a group of 34 animals (16 captured in winter and 18 captured in summer) to assess their gene expression profiles. 

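Testis RNA of 18 summer (S) males, 11 W- males and 5 W+ males was analysed here, with 1 library per animal. The authors trimmed the single-end reads, aligned them with Hisat2 to the genome of the prairie vole, *Microtus ochrogaster* (MicOch1), and counted them on each annotated gene with HTSeq-count. They deposited RPKM, reads per kilobase of exon scaled by library size, for 23038 genes named only by Ensembl identifiers. For the 20821 genes above 0 in at least 1 library, every value was a whole multiple of what 1 read is worth (tolerance 0.02 of a read), so the reads counted on each gene could be recovered. The recovered reads also showed that the library size behind the RPKM is the median-of-ratios size factor, which sets the typical gene equal between libraries, and not the total of the library. Between 5534633 and 63857259 reads were counted per S library (median 7504568), between 4960104 and 8576453 per W+ library (median 6440073) and between 2938627 and 9653984 per W- library (median 7986021). S replicates 12, 13, 14 and 15 were deeper than all others, at 63857259, 15639697, 43465783 and 25419231 reads. The depth given in the paper's methods is that of reads generated, before alignment and counting, and the values here use only the counted reads, of which there were 10748645 per library on average. No 2 libraries of a group differed by less than the sampling noise. Differential expression was tested with limma on log2(RPKM + 0.1), with all 34 libraries in one fit and one spread per gene, over the 19173 genes with an RPKM of at least 0.1 in at least 5 libraries. For a gene of median length in a library of median depth, 1 read is worth 0.0869 RPKM, so that fold changes of genes with few reads are understated on this scale. A gene was called differentially expressed at an adjusted p under 0.05 (Benjamini-Hochberg) and a log2 fold change beyond 1 either way.

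**Figure D1:**
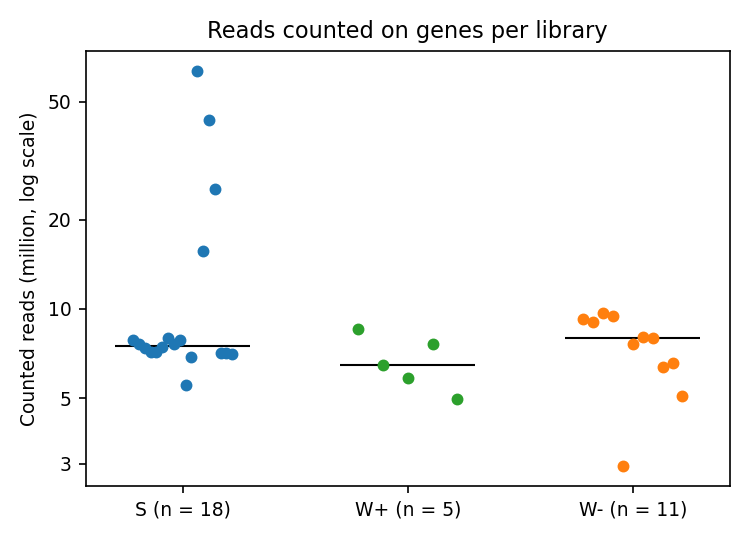
Reads counted on genes in each testis library, on a log scale, for the S, W+ and W- groups, with a line at each group's median. Each point is 1 animal, and the 4 deepest S libraries are replicates 12 to 15.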

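For the principal component analysis, RPKM were taken as log2(RPKM + 1) and the 500 most variable genes of the 34 libraries were centred and not scaled. On the first component, the S libraries had a mean score of 46.6 ± 3.29 (SD, n = 18), the W+ libraries 17.0 ± 12.9 (SD, n = 5) and the W- libraries -84.0 ± 14.7 (SD, n = 11). No group overlapped another on this component.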

A principal component analysis presented in Fig. 4A clearly identified 3 groups of animals with distinct expression profiles. 

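Within the groups, scores on the first component ran from 38.3 to 51.9 among S males and from -100.1 to -57.5 among W- males, whose SD was 4.45 times that of the S males. On the second component, the S libraries lay between -0.58 and 3.88, and the W- libraries between -11.95 and 18.96, with W- replicate 5, the library with the fewest reads, at one end. W- replicates 1 to 4 had the 4 highest W- scores on the first component and the most reads of the W- libraries.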

The summer animals (*N* = 18) were rather well grouped, while the winter animals (*N* = 16) showed two distinct profiles (Fig. 4A). Interestingly, the 5 winter animals with an expression profile different from that of the W^−^ and S animals (W^+ 1^ to W^+ 5^, Fig. 4A) are those which, according to the anatomical assessment, belong to the W^+^ group meaning they have retained their male reproductive characteristics. 

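The first-component scores of the W+ libraries were -3.68, 12.6, 28.0, 23.1 and 25.0 for W+ replicates 1 to 5 in that order. On the second component they lay between -5.22 and -2.60, outside the range of the S libraries, whereas the W- libraries spread over both sides of this range.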

The number of differentially expressed genes (DEGs) in Table 1 showed that between summer and winter animals, there are almost 8,000 genes differentially expressed in the testis (3445 down-regulated and 4435 up-regulated). 

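In the comparison of S with W- testes, 4367 genes were down-regulated and 5511 up-regulated in S males. The log2 fold changes had quartiles of -1.91 and -1.26 among down-regulated genes and of 1.51 and 3.56 among up-regulated genes, and 1831 up-regulated but 94 down-regulated genes changed more than 8-fold. For 4014 of the up-regulated and 2481 of the down-regulated genes, the values of the 18 S males and the 11 W- males did not overlap at all, which chance gives in a set direction for 2.89e-06% of genes. The number of genes moved most with no fold change threshold, to 7394 down-regulated and 7952 up-regulated genes. The split between directions rests on the scaling: 55.8% of the genes called were up-regulated, against 40.8% after quantile normalization and 34.6% with values scaled by the total of counted reads, an alternative chosen after the data were seen. Relative to the size factors, scaling by totals shifts the median gene by -0.59 on the log2 scale. The sources used here do not pair the identifiers with gene names, and 2 identifiers are given for this comparison, chosen after their values were seen as those with the largest rise and fall among called genes with a mean of at least 5 RPKM in one of the 2 groups compared and no overlap of these groups. ENSMOCG00000015118 reached 5668 ± 913 RPKM (SD, n = 18) in S and 17.2 ± 32.0 RPKM (SD, n = 11) in W- testes, a log2 fold change of 11.35 (standard error 0.74, adjusted p = 2.94e-16 from limma). ENSMOCG00000014810 fell to 0.358 ± 0.196 RPKM (SD, n = 18) in S from 24.5 ± 13.8 RPKM (SD, n = 11) in W- testes, a log2 fold change of -5.67 (standard error 0.25, adjusted p = 2.89e-21 from limma).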

When W^+^ animals were compared to W^−^ animals, over 4,000 testicular genes were differentially expressed between the two groups of animals (1186 down-regulated and 3086 up-regulated). 

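Between W+ and W- testes, 2954 genes were down-regulated and 4207 up-regulated in W+ males, with median log2 fold changes of -1.31 and 2.04. The 5 W+ and 11 W- values did not overlap for 3293 of the up-regulated and 1311 of the down-regulated genes, where chance gives 0.0229% in a set direction. Up-regulated genes made up 58.7% of the genes called, 41.8% after quantile normalization and 39.9% with scaling by total counted reads. Of the genes up-regulated in W+ males, 4128 (98.1%) were also up-regulated in S vs W-, and 2732 (92.5%) of the down-regulated ones were also down-regulated there. Both comparisons use the same W- libraries. Across the tested genes, which are not independent replicates, their log2 fold changes had a correlation of 0.97, against a median of 0.45 and a highest value of 0.63 in 100 draws with shuffled residuals and no difference between groups.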

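In W+ males compared with S males, 1352 genes were down-regulated and 228 up-regulated, with median log2 fold changes of -1.32 and 1.20. The 5 W+ and 18 S values did not overlap for 591 of the down-regulated and 55 of the up-regulated genes, and chance gives 0.00297% in a set direction. These counts rest in part on W+ replicate 1: without this library, 771 genes were down-regulated and 146 up-regulated. Up-regulated genes made up 14.4% of the genes called, 26.0% after quantile normalization and 61.3% with scaling by total counted reads, under which 588 genes were down-regulated and 930 up-regulated. Scaling by totals moved the median gene of this comparison by 0.31 on the log2 scale. The 2 identifiers given here were chosen after their values were seen, by the same rule of largest rise and fall. ENSMOCG00000014810 rose more here (log2 fold change 3.47), but its mean of 4.79 ± 1.63 RPKM (SD, n = 5) in W+ testes is under the minimum of the rule, as neither group compared reached it. ENSMOCG00000007354 fell more (log2 fold change -4.26), but its groups overlap and it had only 1 read over the W+ libraries. ENSMOCG00000002738 had 5.25 ± 1.19 RPKM (SD, n = 5) in W+, 1.34 ± 0.717 RPKM (SD, n = 18) in S and 9.23 ± 1.74 RPKM (SD, n = 11) in W- testes, a log2 fold change of 2.11 in W+ vs S (standard error 0.40, adjusted p = 0.000155 from limma). ENSMOCG00000011328 had 0.378 ± 0.192 RPKM (SD, n = 5) in W+ and 7.29 ± 2.44 RPKM (SD, n = 18) in S testes, a log2 fold change of -3.98 (standard error 0.30, adjusted p = 4.36e-11 from limma), and only 15 reads over the 5 W+ libraries. ENSMOCG00000015118, at 1781 ± 671 RPKM (SD, n = 5) in W+ testes, was not called here (log2 fold change -1.77, adjusted p = 0.182 from limma), although every W+ value lay below every S value, since the one spread per gene includes its variation among W- males.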

Finally, when W^+^ animals were compared with S animals, only 612 testicular genes were differentially expressed (523 down-regulated genes and 89 up-regulated genes). Furthermore, the DEGs between W^+^ and S groups showed a specific pattern as compared to others, because nearly all of these DEGs were not shared with other comparisons, as seen in the Venn diagram (Fig. 4B).

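With the directions named as in Fig. 4B, 16 of the 1352 genes down-regulated in W+ vs S were also down-regulated in another comparison, and 7 of the 228 up-regulated genes were also up-regulated in another. In the names of the comparisons, S stands first in S vs W- and second in W+ vs S, so that a gene higher in S is up-regulated in the former and down-regulated in the latter. With the direction written relative to S in both, 1288 of the 1352 genes lower in W+ than in S (95.3%) were also lower in W- than in S, and 215 of the 228 genes higher in W+ (94.3%) were also higher in W-. Among all tested genes, 28.7% were lower and 22.8% higher in W- than in S. Of the 1352 genes, 1009 were in addition up-regulated in W+ vs W-. Over the 1580 genes called in W+ vs S, 54 were called in no other comparison. In the paper's own lists (Supplementary Table 2), 487 of the 523 symbols down-regulated in W+ vs S stand among those up-regulated in S vs W-. Since both comparisons use the same S libraries, the log2 fold changes were also drawn 100 times from shuffled residuals with no difference between groups: 46.5 to 72.9% of all tested genes then pointed from S towards W- in W+ males, against 82.0% observed. From the diagram, in which nearly all of these genes stand alone, the paper concludes that the genes differing between W+ and S males have a specific pattern.

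**Figure D2:**
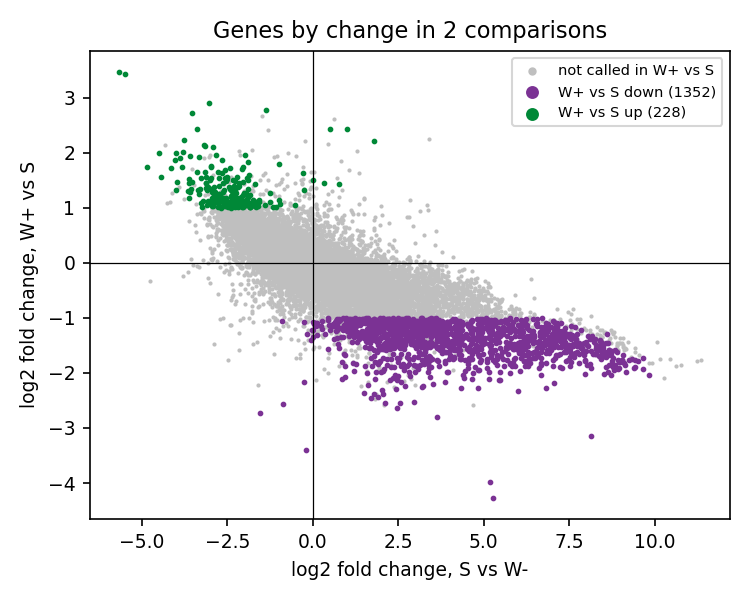
Log2 fold change of each tested gene in S vs W- (x axis) and in W+ vs S (y axis), on log2(RPKM + 0.1). Purple points are the 1352 genes down-regulated and green points the 228 genes up-regulated in W+ vs S, and grey points are not called there, most of the coloured points lying at the lower right and the upper left.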

**Fig. 4:**
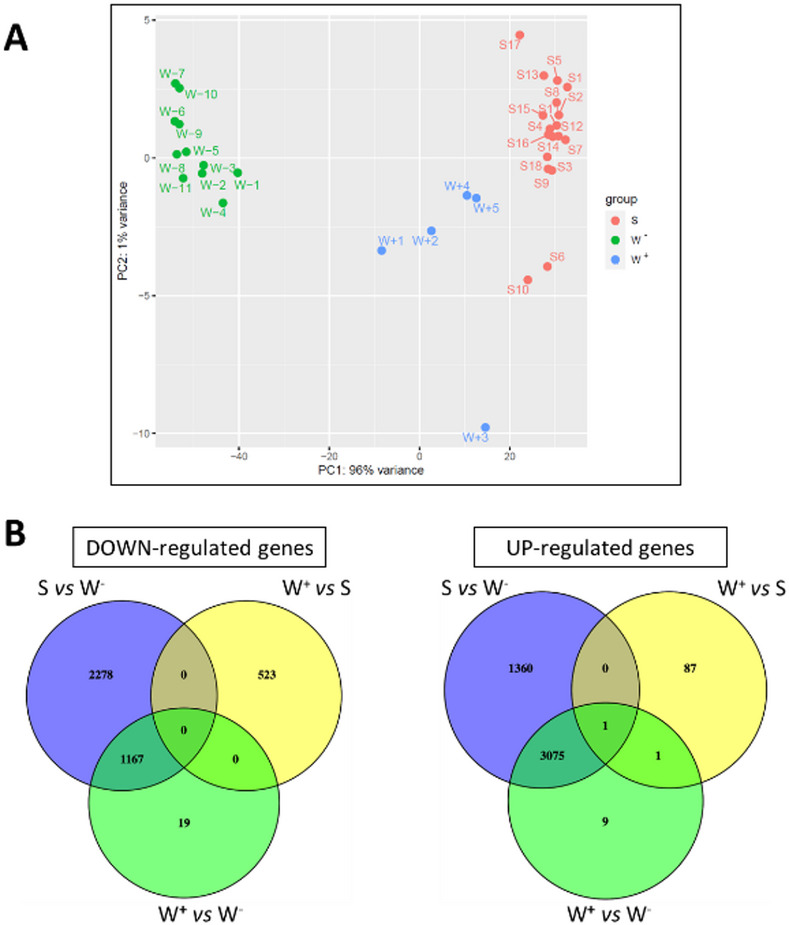
The W^+^ males have a specific testicular transcriptome. (**A**) PCA analysis of the RNAseq data from testis of winter and summer males. The first component explains 96% of the variance. The W^+^ males are distinguished in blue. (**B**) Venn diagrams comparing the number of differentially expressed genes (with log2 fold change > 1; p-value ˂ 0.05) between the three groups of animals. Down-regulated genes are shown in the left panel and up-regulated ones in the right panel.

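Over the 34 libraries, the first component held 98.1% of the variance of the 500 most variable genes, and the second 0.546%. With a pseudocount of 0.1 in place of 1, the first component held 96.1%, and over all genes that passed the filter on low values 81.2%.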

**Table 1:** Comparisons of up- and down- regulated genes between the different groups of animals.

	Down-regulated genes	Up-regulated genes
S vs. W^−^	3445	4435
W^+^ vs. W^−^	1186	3086
W^+^ vs. S	523	89

Comparing the gene ontology of these DEGs (Fig. 5) between W^+^, W^−^ and S animals resulted in a mirror response, with virtually the same gene pathways and almost identical intensities (Fig. 5, four right panels). The W^+^ animals are thus different from the two other morphs, in accordance with the previous analysis (Fig. 4). 

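Each library was also placed on the line from the W- mean (0) to the S mean (1) over the genes called in S vs W-. An S or W- library was left out of its own group's mean. The line was drawn on log2(RPKM + 0.1). W+ libraries had a mean position of 0.764 ± 0.108 (SD, n = 5), S libraries 0.997 ± 0.0410 (SD, n = 18) and W- libraries 0.00585 ± 0.0921 (SD, n = 11). The W+ mean lay 0.758 above the W- mean (two-sided exact permutation test, p = 0.00046, n = 5 against 11) and differed from the S mean by -0.233 (two-sided exact permutation test, p = 5.9e-05, n = 5 against 18). Both are the smallest p these group sizes allow, and every W+ library lay below every S library and above every W- library.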

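Genes can differ between S males and both winter groups in the same direction. Of the genes called in W+ vs S, 1503 were called in the same direction in W- relative to S. For 1145 of these the W+ males also differed from W- males and lay between both groups, and for 358 no difference between W+ and W- was called. Without W+ replicate 1 these counts were 629 and 228.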

The comparison of S animals with W^+^ or W^−^ animals were also identical, showing that S animals were different from the two winter groups. This result shows that W^+^ males have a testicular genetic activity closer to S animals. 

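The median absolute log2 difference over all tested genes was 0.34 between W+ and S, 0.79 between W+ and W- and 1.05 between S and W- testes. The 9878 genes called in S vs W- were placed on log2(RPKM + 0.1). The W+ mean lay at a median of 0.742 of the way from W- to S, with quartiles of 0.620 and 0.844. On this scale 88.7% of these genes were nearer to S than to W-. Single W+ libraries had positions of 0.580, 0.753, 0.839, 0.814 and 0.835 for W+ replicates 1 to 5. Across the 50 alternatives the mean W+ position stayed between 0.746 and 0.810. Read in RPKM without logs, places were lower for 662 genes at least 5 log2 units higher in S (5 RPKM or more there). These put single W+ libraries at medians of 0.190 to 0.559, and the 4367 genes called lower in S at 0.619 to 0.915. From the gene ontology of these comparisons, the paper concludes that the testes of W+ males are closer in gene activity to those of S males.

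**Figure D3:**
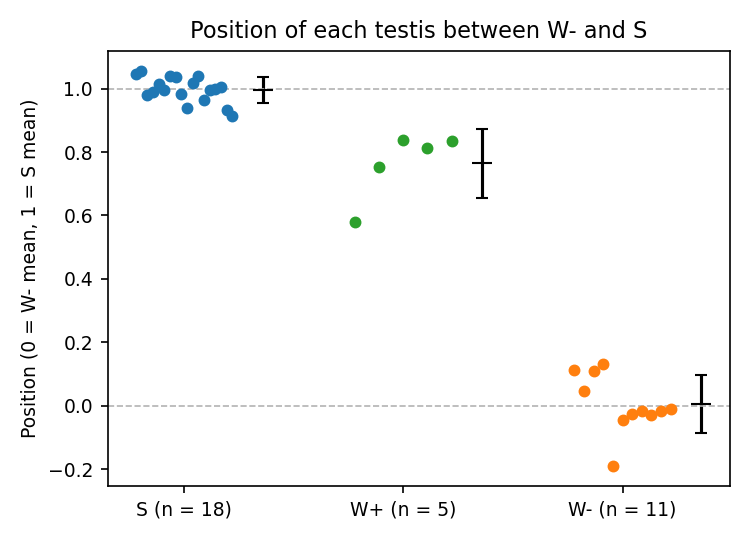
Position of each testis between the W- mean (0) and the S mean (1), from the genes called in S vs W-, on log2(RPKM + 0.1). Each point is 1 animal, and bars give the mean ± SD of each group: the 5 W+ animals lie between 0.580 and 0.839, below the S animals and above the W- animals.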

Consistent with the maintenance of an active spermatogenesis in W^+^ animals, it is interesting to note that gene ontology categories related to cilium, flagellum and germ cell development were up-regulated in W^+^ vs. W^−^ animals but down-regulated in W^+^ vs. S animals, in accordance with the observed phenotypes on testis histology (Fig. 2). This specific signature in testes of W^+^ males, however close to S animals, is confirmed by a PCA analysis of the transcriptomic data two by two (Supplementary Fig. 1) where it clearly appeared that W^+^ animals were really different from W^−^ and close to S.

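With the groups taken 2 by 2 and the 500 most variable genes of each pair, the first component held 98.4% of the variance for S and W- libraries, 94.9% for W+ and W- libraries and 24.6% for S and W+ libraries. For S and W+ the second component held 8.28%. The group means were 130.6 apart on the first component for S and W-, 101.3 for W+ and W- and 23.3 for S and W+. S scores ran from -1.46 to 10.2 and W+ scores from -30.9 to -12.4, so that the groups did not overlap. The share for S and W+ depended on the values used, at 7.78% with a pseudocount of 0.1 and 33.2% over all genes that passed the filter.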

**Fig. 5:**
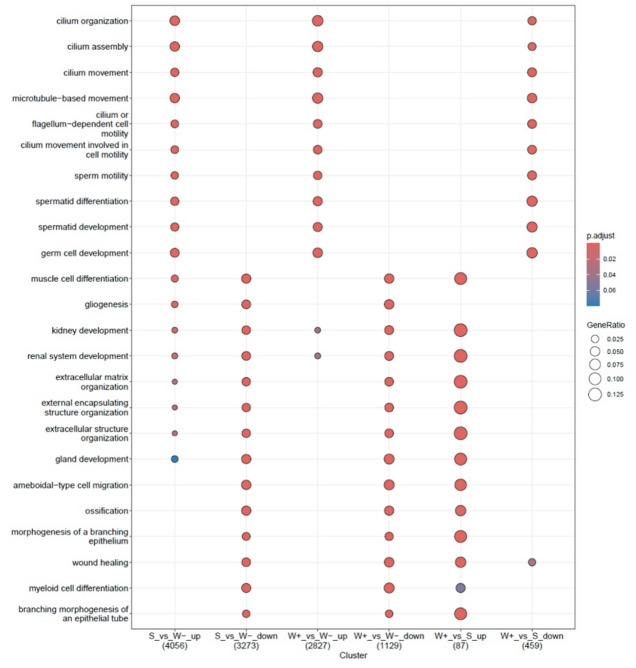
The W^+^ males transcriptome analysis by GO shows their particular testicular activity. Gene ontology analysis comparing the up- and down- regulated genes between the three groups of animals.

*Zbtbt16* (also called *Plzf*) is a spermatogonia-specific transcription factor, required to regulate self-renewal and maintenance of the stem cell pool^30^. It was significantly more expressed in W^−^ testes compared to the two other groups (Fig. 6), whereas *Sycp3* (a meiotic marker) showed the inverse pattern of expression (significantly less expressed in W^−^ testes compared to S animals whereas W^+^ animals having an intermediate level between these two groups). These two markers confirm an active spermatogenesis in W^+^ animals, however not at the level of S animals. Two Sertoli cell markers were also investigated: *Amh* (a marker of altered testicular function in adult mammals^31^ and *Gata4* (which regulates Sertoli cell function and the blood-testis barrier^32^. Both showed a higher expression in W^−^ animals compared to the two other groups, in relation with the histology of the organs where only the peripheral basal cells of the tubules remain, i.e., spermatogonia and Sertoli cells. Immunohistological staining of GATA4 showed that the level of protein accumulation was here again intermediate in W^+^ animals. Finally, the alpha isoform of the thyroid hormone receptor (THRA) was also shown to be highly expressed in W^−^ animals, the W^+^ animals having once more an intermediate level of expression. The highest level of protein was obvious in W^−^ animals, whereas it was very faint in W^+^ and S males (immunohistochemistry). The expression levels of the five genes shown in Fig. 6 are in accordance with the RNAseq data (See Supplemental Table 2).

**Fig. 6:**
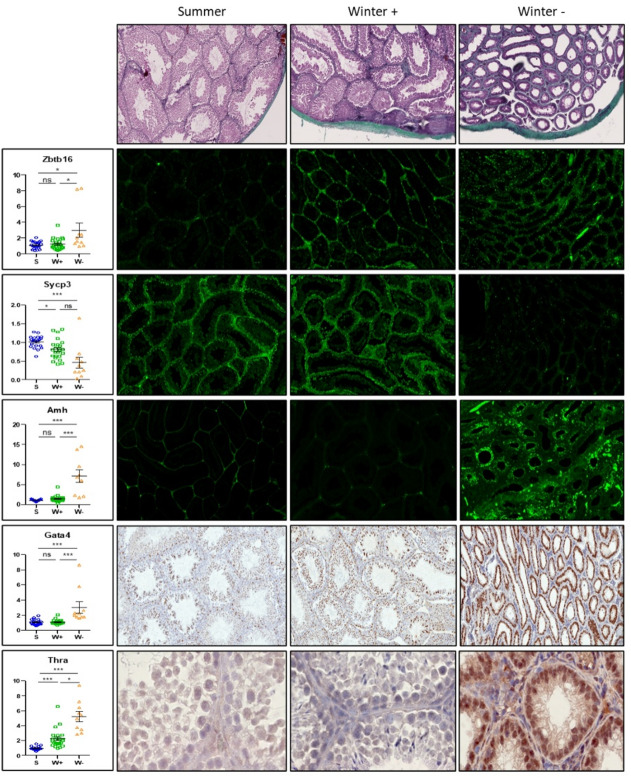
The W^+^ males show testicular gene expression and protein accumulation close to S males. The testis histology appears on the upper panel after Masson’s trichrome staining, and spermatozoa are present in the seminiferous tubules of W+ males. Five targets were selected, to investigate the different steps of spermatogenesis (*Zbtb16* for spermatogonia and *Sycp3* as a meiotic marker), Sertoli cells (*Amh* and *Gata4*) and the thyroid hormone receptor (Thra), respectively from the top to the bottom. Both the qRT-PCR and the immunostaining experiments show that W^+^ males harbor characteristics closer to the S male testis than the W^−^. *P < 0.05 and ***P < 0.001 when groups were compared using the Kruskal-Wallis test followed by Dunn’s Multiple Comparison Test. Data are represented as scatter plots and the bar represents the mean ± SEM.

## Discussion

Unlike *Arvicola amphibius*, whose population is gradually declining, leading to its protection as an endangered species, *ATS* is subject to recurrent outbreaks, prompting its classification as a crop and environmental pest. Fossorial water vole populations (*Arvicola scherman*) have been shown to exhibit both cyclic and non-cyclic multi-annual density fluctuations across their range. Such patterns have been documented directly in fossorial water vole populations from different European regions^8,20,33^, thereby providing specific support for statements concerning *ATS* population dynamics. These studies indicate that population fluctuations in this species are spatially heterogeneous and not restricted to the French context. A number of hypothesizes have been proposed in the literature to explain these repeated outbreaks, including the elimination of natural predators (such as foxes, weasels, stoats, …) themselves classified as pests by French environmental agencies. In addition, landscape simplification through the rarefaction of hedges and isolated trees, reducing predators’ habitat, and changes in grassland management leading to the proliferation of dandelions and docks, may provide voles with abundant winter food. While it is entirely reasonable to believe that all these anthropogenic actions have contributed to the steady increase in cyclical *ATS* outbreaks, environmental conditions such as food availability and habitat structure have long been recognized as key determinants of reproduction in wild rodent populations. Winter or extended reproduction in rodents has been interpreted in the context of energy allocation and resource availability, whereby reproduction can occur once primary demands such as thermoregulation and food acquisition are satisfied. In fact, winter or continuous reproduction in *ATS* has already been documented under favorable environmental conditions, including sporadic winter sexual activity at higher altitudes (e.g. Jura populations described by Meylan & Airoldi, 1975^33^) and stable, year-round reproduction at low altitude (e.g. sea-level populations reported by Somoano et al., 2017^20^). More broadly, numerous studies have shown that favorable environments can increase reproductive effort or even extend reproduction throughout the entire year in rodent populations^34–36^.

In the present work we show that in winter, 2 morphs of *ATS* males exist. In the first (named W^−^), and as expected for a seasonal breeder, we find males in which spermatogenesis is completely arrested, as evidenced by several organ, cell and molecular features. Obvious macroscopic characteristics include reduced weight of the testis and of male sexual accessory organs as well as the absence of spermatozoa in the lumen of the seminiferous tubules. At the opposite we found males (named W^+^) that appear to have retained the attributes of animals in which spermatogenesis is fully underway (i.e. no significant difference in relative weight of testis and accessory organs, and presence of spermatozoa in the lumen of seminiferous tubules), close to the phenotype of males in full reproductive period. Interestingly, however, when examining gross phenotypic parameters such as body weight and fur length, W^−^ and W^+^ males are indistinguishable.

Rodents are highly adaptable and they respond to environmental opportunities more quickly and effectively than many other animal species. In tempered regions, rodent reproduction and life expectancy used to be strongly influenced by low winter temperatures and lack of food. The shorter, warmer winters that have characterized the last two decades, at least in the Auvergne volcanic mountain area, may be one of several local environmental factors contributing to winter reproduction, although the scope of the present study does not allow direct evaluation of climatic changes. *ATS* represents a good example of how rodent reproduction can occur outside the expected seasonal window when local conditions are favorable. Normally, a seasonal breeder begins the breeding season in spring and ends it in late autumn. Our survey of *ATS* males in the Sancy Auvergne area suggests that a significant number of animals retain their full reproductive capacity during the winter season. Female *ATS* have also been previously described as seasonal breeders^37^. In the present study, pregnant females and young animals were captured during winter (see Fig. 1), indicating that reproductive activity may persist in some individuals outside the classical breeding season. The biological mechanisms at stake should be investigated in a specific study. The exact contribution of these winter-bred animals to the local *ATS* demography and its expansion the following year is not yet entirely clear. Despite the fact that *ATS* is not a prolific breeder (which is somewhat fortunate! ) winter born animals will be sexually mature earlier in the season, as they reach sexual maturity at the age of two months, and could contribute to population expansion. Even though our observations suggest that breeding seasons, previously described as extending from March to October, may in some areas extend into winter months, they require formal scientific documentation and should be interpreted with caution. The survivors of the winter season, probably young males born late in the *ATS* reproductive period, could contribute to early reproductive activity the following spring. However, it is important to distinguish between winter reproductive activity at the individual level and multi-annual demographic outbreaks at the population level. Although winter-born individuals may participate in the subsequent breeding season, demographic outbreaks are irregular phenomena that result from complex ecological processes acting over longer temporal scales, and cannot be attributed solely to the occurrence of winter reproduction. A detailed study evaluating the ecological factors, such as food availability, that may support winter reproduction would be needed to investigate this point. Accordingly, our interpretations focus on the physiological and molecular mechanisms, rather than on environmental correlates not directly measured in this study.

At the genetic level, and as expected, *ATS* males in full reproductive period (S males) have a transcriptomic signature very distinct from that of the W^-^ males with a substantial number of genes up- and down-regulated (more than 3000 each). 

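A gene with W+ outside the range between W- and S would be called in the same direction in W+ vs S and W+ vs W-. This held for 23 genes, of which 16 were lower and 7 higher in W+ testes than in both S and W- testes. Another 1145 genes also differed from both groups, with W+ lying between them. Every W+ mean outside the range between W- and S was moved to its nearer end, and residuals drawn with replacement from all libraries were added. A median of 14 genes was then called outside the range, and 40 of 100 draws gave as many as observed. Over the 50 alternatives the observed count outside the range ran from 6, with a pseudocount of 1, to 110, with no fold change threshold.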

Although closer to S males, W^+^ males have also a specific transcriptomic signature (Fig. 4A and supplementary Fig. 1). To validate the RNAseq data, mRNA quantifications were performed by qRT-PCR. Consistent with the fact that spermatogenesis was slowed down in W^-^ males compared to S males, we found a strong decrease in the testis accumulation of *Sycp3* and *Prm2* mRNAs, a meiotic marker and a marker of late spermatogenesis, respectively (Fig. 6 and supplementary Fig. 2). On the contrary, confirming that spermatogenesis was still active in W^+^ males, we observed that the testicular accumulation of these two transcripts was significantly higher than in W^-^ males and quite close to the levels observed in S males, even though *Prm2* was significantly lower in W^+^ animals than in S animals (Fig. 6 and Supplementary Fig. 2). In W^-^ animals, the seminiferous epithelium was thin and appeared to contain only peripheral spermatogonia (Figs. 2 and 6). This was confirmed by the expression levels of the spermatogonia-specific gene *Zbtb16* (and the level of its corresponding protein), which was significantly increased only in W^-^ animals (Fig. 6). Sertoli cell-specific genes, such as *Amh* and *Sox9*, showed the same profile as *Zbtb16*, indicating that these cells were also present and active in the epithelium.

As a seasonal breeder, the male *ATS* must regulate its reproductive function by integrating environmental signals, such as photoperiod, which are transmitted to peripheral organs by several molecular actors. Among these, circulating and peripheral thyroid signaling players and circadian clock genes have already been characterized in rodents and other domestic as well as wild mammals (Refs.^38,39^ and review by^40^). The thyroid gland secretes the prohormone thyroxine (T4), which must be converted to tri-iodothyronine (T3) in target cells by type 2 deiodinase (DIO2), while type 3 deiodinase (DIO3) is the deactivating enzyme. The expression level of *Dio2* was unchanged in W^+^ animals compared to S animals, while it was significantly reduced in W^-^ (supplementary Fig. 2). In contrast, *Dio3* mRNA was upregulated in W^+^ and W^-^ males compared to S animals. These changes promote greater availability of active thyroid hormones (TH) in the testes of W^+^ males, while the degradation pathway is dominant in W^-^ testes. This local regulation of testicular TH appears to be more significant between these two morphs of *ATS* in a context where circulating TH remains comparable (Fig. 3C). In addition, the presence of the TH alpha receptor (THRA, Fig. 6) was higher in the testes of W^-^ animals than in those of the other two morphs. These results are quite surprising when compared to those obtained in other seasonally breeding mammals such as the golden hamster (*Mesocricetus auratus*^41^. In the latter, testicular levels of DIO2 and THRA peak under a long photoperiod (16 h of light corresponding to our S animals) and reach their minimum under a short photoperiod (8 h of light corresponding to our W^-^ animals^-^). In our study, this pattern is different, as levels of *Thra* transcripts (and THRA protein) are not correlated with levels of *Dio2* in W^-^, whereas this is the case in S and W^+^ animals. These results suggest that the level of THRA in the testes of *ATS* may not be regulated solely by testicular TH, particularly during winter. Another explanation could be the state of Sertoli cells in W^-^ animals, as THRA has been described in adult testes to be a reliable indicator of undifferentiated Sertoli cells^38^, which would be consistent with the high levels of *Sox9* and *Amh* expression observed in W^-^ animals.

The peripheral circadian clock is also altered in the testes of male *ATS* from different seasons, and it was clear that W^+^ animals had intermediate expression levels of the various players compared to W^-^ and S animals (Supplementary Fig. 2). The expression of the type 1 A melatonin receptor (*Mtnr1a*) was elevated for S and W^+^ animals and nearly null for W^-^ animals, indicating that photoperiod is likely not the primary environmental signal regulating the peripheral circadian clock in *ATS*. The transcription factor and, one of the main regulators of the circadian clock, *Arntl* (also known as *Bmal1*), showed an expression profile opposite to that of *Mtrn1a*, being significantly higher in W^-^ animals. The BMAL1 protein binds to the CLOCK protein, and the dimer activates the rhythmic transcription of other central clock genes such as *Rorc* (which codes for the ROR gamma protein). This is a negative feedback loop, as RORC rhythmically represses the transcription of *Bmal1*. This antagonism is clear in W^-^ animals, but less obvious in S and W^+^ animals, the latter showing high interindividual variation in *Rorc* expression levels. Strikingly, in W^+^ animals, the level of *Rorc* mRNA is significantly different from that in S and W^-^ animals, confirming the dysregulation of the testicular circadian clock.

In conclusion, this study showed that in the wild population of *ATS*, some males are non-seasonal breeders, which could exacerbate the rhythm of their cyclical epidemics, with a significant economic impact on the farmers who fight them. This finding documents flexibility in the reproductive cycle of this species and highlights that reproductive activity may extend beyond the classical seasonal window. It is important to clearly distinguish this reproductive flexibility from multi-annual density fluctuations or demographic outbreaks, which operate on different temporal scales and are driven by distinct ecological processes. Although we cannot explain the exact cause of the physiological changes in these animals, it has become clear that the main regulators of seasonal testicular activity are not subject to seasonal regulation in these animals. As underground animals, they may have a particular regulation of their circadian mechanisms, different from other rodents, and photoperiod may not be the only environmental factor driving the seasonal adaptation. The occurrence of winter breeders should be interpreted in the context of known flexible reproductive strategies in *ATS* and other rodents under favorable local conditions without necessarily implying recent or unprecedented changes although it cannot be bluntly excluded. The characterization of these winter breeders contributes to a better understanding of the reproductive biology of this species, which represents one component - among others - of its population dynamics. It might help refine management strategies, provided that such applications are grounded in a comprehensive understanding of its population ecology.

## Supplementary Information

Supplementary Information.

## Data Availability

RNA seq data have been deposited on GEO (https://www.ncbi.nlm.nih.gov/geo/) under accession code GSE311418.

# Supplementary material for: Molecular mechanisms underlying opportunistic seasonal reproduction in the male rodent pest Arvicola terrestris scherman
**Source:** Sci Rep. 2026 Apr 30;16:20052. doi: 10.1038/s41598-026-51017-9
**Supplement:** Supplementary file 1 — Supplementary Information.

Supplementary Fig. 1

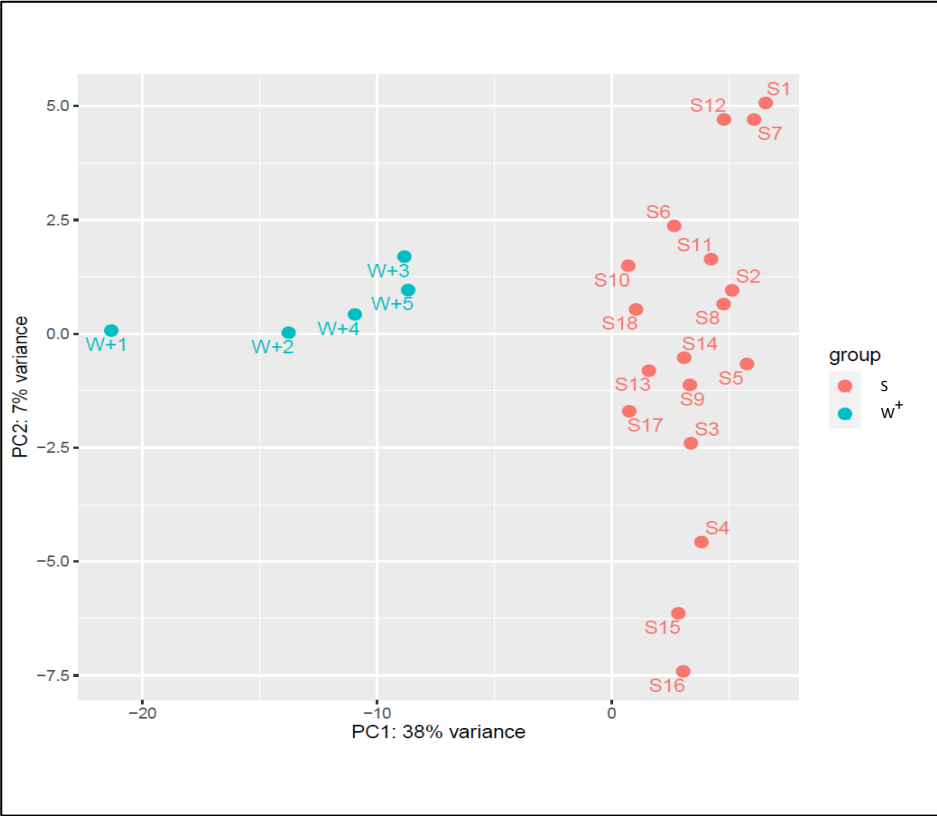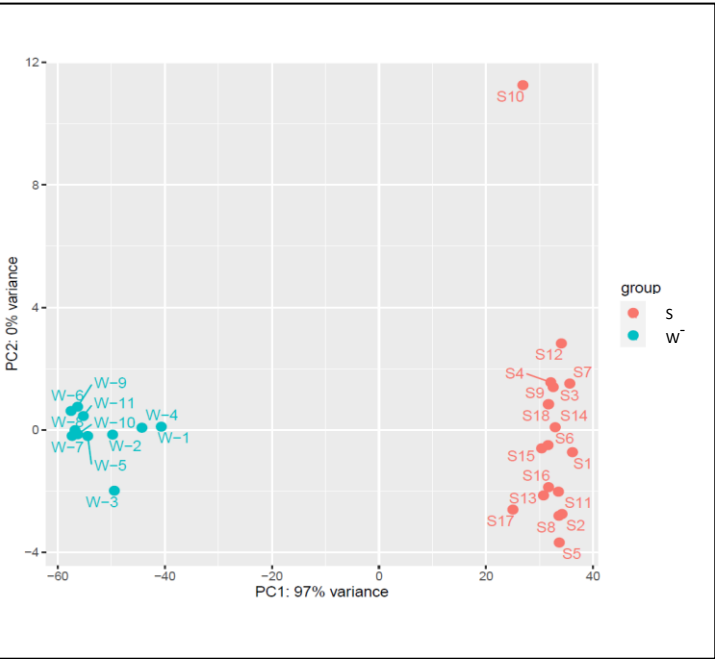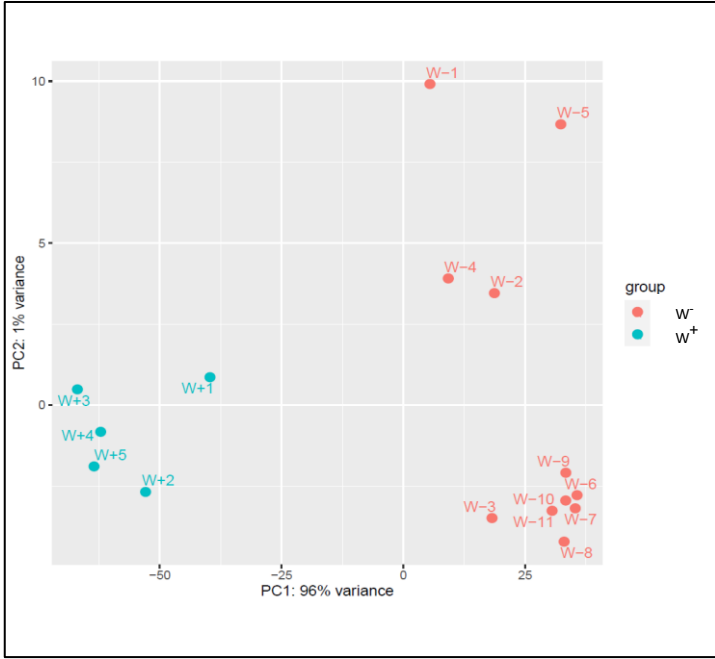

Spermatogenesis

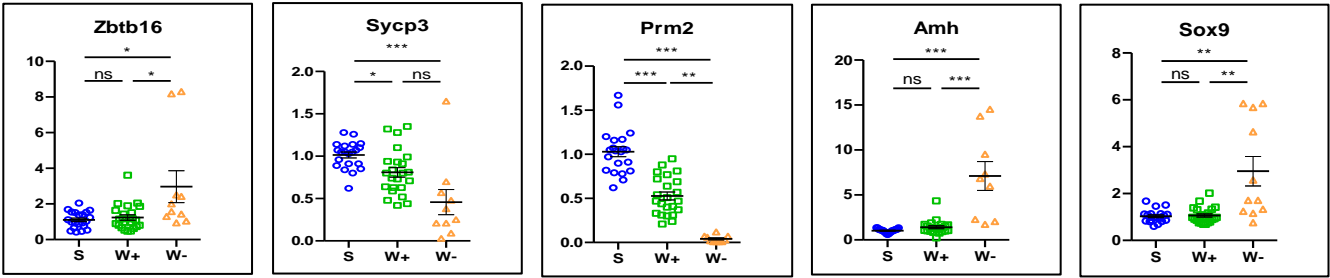

Thyroid hormone pathway

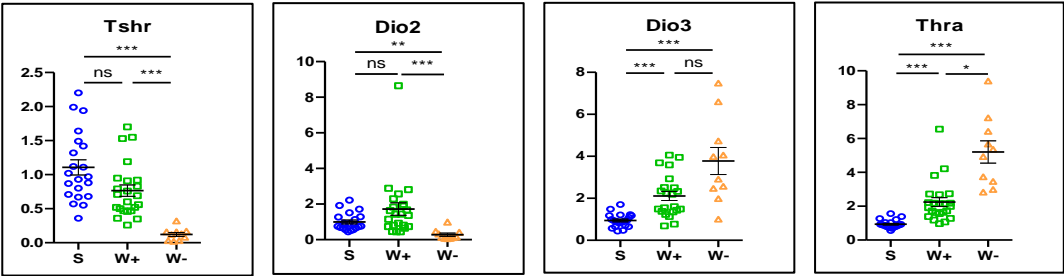

Peripheral circadian clock genes

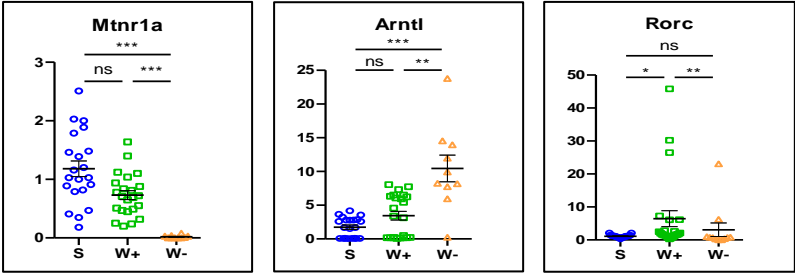

Supplementary Table 1: list of primers.

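The primers of this table amplify the targets of the quantitative RT-PCR, a measurement of single transcripts by amplification of reverse-transcribed testis RNA. Levels were expressed relative to actin by the comparative Ct method, in which the difference in amplification cycles between a target and actin is compared between groups. These measurements are separate from the RNA-seq libraries.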

## **SUPPLEMENTARY TABLE 2**

S vs W- up

0610030E20Rik  
1110002E22Rik  
1110017D15Rik  
1110032A03Rik  
1110051M20Rik  
1500009C09Rik  
1700001K19Rik  
1700001L19Rik  
1700001O22Rik  
1700001P01Rik  
1700003F12Rik  
1700007K13Rik  
1700008O03Rik  
1700009N14Rik  
1700010I14Rik  
1700011L22Rik  
1700012B07Rik  
1700012B09Rik  
1700012P22Rik  
1700013F07Rik  
1700015G11Rik  
1700016C15Rik  
1700016D06Rik  
1700016H13Rik  
1700016K19Rik  
1700017N19Rik  
1700018B08Rik  
1700019A02Rik  
1700019D03Rik  
1700019N19Rik  
1700020A23Rik  
1700020L24Rik  
1700020N01Rik  
1700021F07Rik  
1700022I11Rik  
1700024G13Rik  
1700028J19Rik  
1700028P14Rik  
1700029H14Rik  
1700029I15Rik  
1700029J07Rik  
1700030J22Rik  
1700030K09Rik  
1700034E13Rik  
1700034J05Rik

1700037C18Rik  
1700037H04Rik  
1700042G07Rik  
1700057G04Rik  
1700066M21Rik  
1700067K01Rik  
1700067P10Rik  
1700074P13Rik  
1700088E04Rik  
1700092M07Rik  
1700093K21Rik  
1700094D03Rik  
1700102P08Rik  
1700109H08Rik  
1700113H08Rik  
1700122O11Rik  
1700125H20Rik  
1810013L24Rik  
1810024B03Rik  
2010106E10Rik  
2200002J24Rik  
2210010C04Rik  
2210408I21Rik  
2300009A05Rik  
2310002L09Rik  
2310061I04Rik  
2610301B20Rik  
2610318N02Rik  
2900092C05Rik  
3425401B19Rik  
4430402I18Rik  
4833427G06Rik  
4921504E06Rik  
4921507P07Rik  
4921517D22Rik  
4921536K21Rik  
4921539E11Rik  
4930402F06Rik  
4930402H24Rik  
4930404N11Rik  
4930407I10Rik  
4930415O20Rik  
4930430F08Rik  
4930444P10Rik  
4930447F04Rik  
4930451I11Rik  
4930452B06Rik

4930453N24Rik  
4930505A04Rik  
4930519G04Rik  
4930522H14Rik  
4930544D05Rik  
4930550C14Rik  
4930558K02Rik  
4930568D16Rik  
4930578I06Rik  
4930579F01Rik  
4930579G24Rik  
4930590J08Rik  
4931406B18Rik  
4931414P19Rik  
4931428F04Rik  
4931429L15Rik  
4932438A13Rik  
4933402J07Rik  
4933402N03Rik  
4933405L10Rik  
4933405O20Rik  
4933417A18Rik  
4933424G06Rik  
4933428M09Rik  
4933430I17Rik  
5031439G07Rik  
5330417C22Rik  
5730480H06Rik  
5S\_rRNA  
6330403K07Rik  
6820408C15Rik  
7SK  
9330159F19Rik  
9330182L06Rik  
9530053A07Rik  
9530077C05Rik  
9930012K11Rik  
9930021J03Rik  
a  
A1cf  
A2m  
A2ml1  
A430005L14Rik  
A730071L15Rik  
A930017K11Rik  
A930018P22Rik  
AA467197

Aaas  
Aadacl2  
Aadacl2fm3  
Aadacl3  
Aadacl4  
Aadacl4fm4  
Aadat  
Aak1  
Aamdc  
Aanat  
Aars  
Aasdhppt  
AB124611  
Abca12  
Abca14  
Abca15  
Abca16  
Abca17  
Abca4  
Abca7  
Abcb11  
Abcc12  
Abcf2  
Abcf3  
Abcg3  
Abcg5  
Abcg8  
Abhd12  
Abhd12b  
Abhd16b  
Abhd2  
Abhd5  
Abi2  
Ablim2  
Abra  
Abtb1  
Acaca  
Acadvl  
Acap1  
Acap2  
Acap3  
Acbd6  
Ace  
Ace3  
Acer2  
Ache  
Acot7

Acot8  
Acox3  
Acox1  
Acp4  
Acp7  
Acr  
Acrbp  
Acrv1  
Acsbg2  
Acsbg3  
Acs11  
Acs15  
Acs16  
Acsm1  
Acsm3  
Acsm4  
Acta1  
Actb12  
Acte1  
Actg2  
Act111  
Act16a  
Act16b  
Act17a  
Act17b  
Act19  
Actn3  
Actr1a  
Actr3b  
Actr6  
Actrt1  
Actrt2  
Actrt3  
Acvr1c  
Acyp1  
Ada  
Adad1  
Adad2  
Adal  
Adam11  
Adam12  
Adam18  
Adam2  
Adam24  
Adam28  
Adam3  
Adam32

Adam5  
Adam7  
Adamts17  
Adamts18  
Adamts20  
Adamts3  
Adamts4  
Adamts6  
Adamtsl1  
Adamtsl3  
Adar  
Adarb2  
Adat1  
Adat2  
Adcy10  
Adcy8  
Adgrf4  
Adgrf5  
Adgrg4  
Adgrg7  
Adh6a  
Adig  
Adprm  
Adra1d  
Adrb1  
Adrb3  
Adss  
Adtrp  
Afap1  
Aff2  
Aff4  
Afg1l  
Aftph  
Agbl1  
Agbl2  
Agbl4  
Agbl5  
Ager  
Agfg1  
Agmo  
Ago2  
Ago3  
Ago4  
Agpat1  
Agpat2  
Agrp  
Agtpbp1

Agxt  
Ahctf1  
Ahcyl2  
Ahi1  
Ahrr  
Ahsg  
AI182371  
AI661453  
Aida  
Aif1  
Aif1l  
Aipl1  
Ajm1  
Ak1  
Ak5  
Ak7  
Ak8  
Ak9  
Akain1  
Akap1  
Akap10  
Akap3  
Akap4  
Akap6  
Akirin2  
Akna  
Aknad1  
Akr1e1  
Aktip  
Aldh1a2  
Aldoa  
Aldob  
Alk  
Alkbh3  
Allc  
Aloxe3  
Alpk2  
Alpk3  
Alx1  
Ambn  
Amelx  
Amer2  
Amer3  
Ammecr1l  
Amn  
Amn1  
Amotl1

Ampd1  
Amz2  
Angel1  
Angptl8  
Ankar  
Ankef1  
Ankfn1  
Ankib1  
Ankmy1  
Ankrd27  
Ankrd29  
Ankrd31  
Ankrd33  
Ankrd34a  
Ankrd34c  
Ankrd35  
Ankrd37  
Ankrd40  
Ankrd42  
Ankrd45  
Ankrd49  
Ankrd53  
Ankrd54  
Ankrd55  
Ankrd60  
Ankrd61  
Ankrd9  
Anks4b  
Anks6  
Ankzf1  
Anln  
Ano10  
Ano2  
Ano4  
Ano5  
Ano7  
Ano9  
Antxrl  
Ao pep  
Ap1m1  
Ap1m2  
Ap2a1  
Ap2b1  
Ap3b1  
Ap3m2  
Ap3s1  
Ap4m1

Ap5b1  
Ap5m1  
Apba1  
Apip  
Aplnr  
Apoa1  
Apoa4  
Apoa5  
Apob  
Apobec2  
Apoh  
Apopt1  
Aptx  
Aqp11  
Aqp12  
Aqp7  
Aqp9  
Arc  
Arel1  
Arfgap3  
Arfgef1  
Arfgef2  
Arg1  
Arg2  
Arhgap19  
Arhgap20  
Arhgap24  
Arhgap29  
Arhgap33  
Arhgap35  
Arhgap36  
Arhgap40  
Arhgap9  
Arhgef33  
Arid3a  
Arid3b  
Arih1  
Arih2  
Arl1  
Arl13a  
Arl13b  
Arl14epl  
Arl2bp  
Arl3  
Arl5b  
Arl6  
Arl6ip6

Arl9  
Armc12  
Armc3  
Armc4  
Armc9  
Armh1  
Armh4  
Armt1  
Arntl2  
Arrdc5  
Arsa  
Arsj  
Art1  
Art3  
Asah2  
Asap1  
Asap3  
Asb1  
Asb10  
Asb13  
Asb14  
Asb15  
Asb16  
Asb17  
Asb3  
Asb4  
Asb5  
Asb8  
Ascc2  
Ascl3  
Asf1b  
Ash2l  
Asna1  
Asns  
Aspa  
Aspscr1  
Asrgl1  
Astn1  
Astn2  
Asxl2  
Asxl3  
Atad1  
Atad2  
Atad2b  
Ate1  
Atg3  
Atg7

Atg9a  
Atg9b  
Atl3  
Atm  
Atoh8  
Atox1  
Atp10a  
Atp10b  
Atp11b  
Atp12a  
Atp13a4  
Atp13a5  
Atp1a3  
Atp1a4  
Atp1b3  
Atp4a  
Atp5j  
Atp6v1c1  
Atp6v1c2  
Atp6v1d  
Atp6v1e2  
Atp6v1fnb  
Atp6v1g1  
Atp8b3  
Atp8b4  
Atp8b5  
Atp9a  
Atp9b  
Atpif1  
Atr  
Atxn10  
Atxn2l  
Atxn3  
Atxn7l1  
Atxn7l3b  
AU018091  
AU022252  
Aurka  
Avpr1b  
AW554918  
Awat2  
Axdnd1  
Azgp1  
Azin2  
B230118H07Rik  
B4galnt2  
B4galnt3

B9d1  
B9d2  
Babam2  
Bag1  
Bag3  
Bag5  
Bag6  
Baiap3  
Banf2  
Bap1  
Batf2  
Baz2b  
Bbof1  
Bbs1  
Bbs10  
Bbs2  
Bbs5  
Bbs7  
Bbs9  
BC004004  
BC031181  
BC048562  
BC048671  
BC049352  
Bcan  
Bcap29  
Bcat1  
Bcl11a  
Bcl2l12  
Bcl2l14  
Bcl2l15  
Bcl7c  
Bclaf3  
Bco1  
Bco2  
Bdh1  
Bdkrb1  
Bhlha9  
Bhmt2  
Bin2  
Bin3  
Birc5  
Blk  
Blm  
Bloc1s6  
Blzf1  
Bmerb1

Bmp15  
Bmp3  
Bmp6  
Bmp8b  
Bnc2  
Bnip5  
Boll  
Borcs5  
Bpi  
Bpifa1  
Bpifa3  
Bpifa5  
Bpifb1  
Bpifb2  
Bpifb5  
Bpifc  
Braf  
Brap  
Brd2  
Brdt  
Bri3bp  
Brinp1  
Brinp2  
Brinp3  
Brsk1  
Bsn  
Btaf1  
Btbd1  
Btbd10  
Btbd16  
Btbd18  
Btbd19  
Btbd7  
Btbd9  
Btc  
Btg4  
Btla  
Btrc  
Bub1b  
Bud31  
C2cd3  
C2cd4c  
C2cd6  
C87436  
C8a  
C9orf72  
Cab39l

Cabcoco1  
Cabp2  
Cabp4  
Cabyr  
Cacna1e  
Cacna1h  
Cacna1i  
Cacna1s  
Cacna2d3  
Cacna2d4  
Cacng2  
Cacng4  
Cacng5  
Cacng7  
Cacng8  
Cacul1  
Cadm4  
Cadps  
Cage1  
Calb2  
Calcr1  
Calhm1  
Calhm3  
Calm1  
Calm3  
CALML3  
Caln1  
Calr3  
Caly  
Camk4  
Camkmt  
Camkv  
Caml  
Camsap1  
Camsap2  
Cand1  
Cant1  
Cap2  
Capn11  
Capn8  
Capns1  
Caps2  
Capsl  
Capza3  
Capzb  
Car1  
Car10

Car15  
Car6  
Carf  
Carhsp1  
Carm1  
Carnmt1  
Cars  
Casc1  
Casc4  
Casq1  
Casr  
Cast  
Catip  
Catsper1  
Catsper2  
Catsper3  
Catsper4  
Catsperd  
Catsperz  
Cbl  
Cblif  
Cbl11  
Cbln4  
Cbx2  
Cby1  
Cby2  
Cby3  
Cc2d2b  
Ccar1  
Ccdc103  
Ccdc105  
Ccdc106  
Ccdc110  
Ccdc113  
Ccdc114  
Ccdc116  
Ccdc117  
Ccdc124  
Ccdc134  
Ccdc136  
Ccdc14  
Ccdc146  
Ccdc148  
Ccdc15  
Ccdc150  
Ccdc151  
Ccdc154

Ccdc155  
Ccdc157  
Ccdc158  
Ccdc159  
Ccdc163  
Ccdc169  
Ccdc171  
Ccdc173  
Ccdc175  
Ccdc178  
Ccdc18  
Ccdc180  
Ccdc181  
Ccdc182  
Ccdc184  
Ccdc186  
Ccdc187  
Ccdc189  
Ccdc192  
ccdc198  
Ccdc24  
Ccdc27  
Ccdc30  
Ccdc33  
Ccdc34  
Ccdc38  
Ccdc39  
Ccdc42  
Ccdc59  
Ccdc60  
Ccdc62  
Ccdc63  
Ccdc65  
Ccdc68  
Ccdc70  
Ccdc74a  
Ccdc77  
Ccdc81  
Ccdc82  
Ccdc88a  
Ccdc88b  
Ccdc89  
Ccdc91  
Ccdc92  
Ccdc92b  
Ccdc93  
Ccdc9b

Ccer1  
Cchcr1  
Ccin  
Ccl1  
Ccl2  
Ccl24  
Ccl26  
Ccn4  
Ccna1  
Ccnb2  
Ccnc  
Ccnd3  
Ccnh  
Ccnk  
Ccno  
Ccnyl1  
Ccp110  
Ccp1  
Ccp10s  
Ccr6  
Ccr8  
Cct2  
Cct3  
Cct4  
Cct5  
Cct6b  
Cd164l2  
Cd207  
Cd209e  
Cd37  
Cd3eap  
Cd46  
Cd84  
Cdc123  
Cdc14a  
Cdc14b  
Cdc25c  
Cdc42ep3  
Cdc45  
Cdca2  
Cdca3  
Cdca5  
Cdca8  
Cdc1  
Cdc3  
Cdh10  
Cdh12

Cdh4  
Cdh7  
Cdhr2  
Cdhr3  
Cdhr4  
Cdiptos  
Cdk14  
Cdk15  
Cdk18  
Cdk20  
Cdk5r1  
Cdk5rap2  
Cdk5rap3  
Cdk7  
Cdkal1  
Cdkl2  
Cdkl4  
Cdkl5  
Cdkn2aip  
Cdkn2b  
Cdkn2c  
Cdkn3  
Cdnf  
Cdr2  
Cdr2l  
Cdr4  
Cds1  
Cdv3  
Cdy1  
Ceacam16  
Cebpg  
Cela2a  
Celf3  
Celf4  
Celf5  
Celf6  
Celsr2  
Celsr3  
Cenpc1  
Cenpe  
Cenpf  
Cenph  
Cenpj  
Cenpq  
Cenpt  
Cenpu  
Cenpv

Cenpx  
Cep104  
Cep120  
Cep126  
Cep128  
Cep135  
Cep152  
Cep162  
Cep164  
Cep19  
Cep192  
Cep290  
Cep295  
Cep295nl  
Cep350  
Cep41  
Cep55  
Cep57  
Cep57l1  
Cep63  
Cep70  
Cep72  
Cep76  
Cep83  
Cep85l  
Cep89  
Cep95  
Cep97  
Cers3  
Ces2a  
Ces2e  
Cetn1  
Cetn3  
Cetn4  
Cfap100  
Cfap126  
Cfap157  
Cfap161  
Cfap206  
Cfap221  
Cfap298  
Cfap299  
Cfap300  
Cfap36  
Cfap410  
Cfap43  
Cfap44

Cfap45  
Cfap47  
Cfap52  
Cfap54  
Cfap57  
Cfap58  
Cfap65  
Cfap69  
Cfap70  
Cfap77  
Cfap97  
Cfap97d1  
Cfap97d2  
Cfap99  
Cfhr1  
Cfl2  
Cftr  
Cgas  
Chaf1a  
Chaf1b  
Chat  
Chchd3  
Chchd5  
Chchd6  
Chchd7  
Chd5  
Chdh  
Chfr  
Chid1  
Chil5  
Chmp1b  
Chmp6  
Chn1  
Chn2  
Chpt1  
Chrm2  
Chrm3  
Chrm4  
Chrm5  
Chrna1  
Chrna10  
Chrna3  
Chrn1  
Chrn2  
Chrn3  
Chrne  
Chst13

Chst9  
Chtf18  
Ciapin1  
Cib3  
Cib4  
Cidec  
Cinp  
Cip2a  
Cir1  
Cisd1  
CK137956  
Ckap2l  
Cklf  
Cks2  
Clasp1  
Clasrp  
Clba1  
Clca1  
Clca2  
Clcn3  
Clcn10  
Clcn16  
Clcn18  
Clcn34a  
Clcn9  
Clcnd2  
Clec16a  
Clec2m  
Clec4a1  
Clec4d  
Clec4g  
Clec4n  
Clgn  
Clhc1  
Clip4  
Clmn  
Clnk  
Clp1  
Clpx  
Clstn2  
Clstn3  
Clvs1  
Clvs2  
Cmah  
Cmb1  
Cmpk2  
Cmss1

Cmya5  
CN725425  
Cnbd2  
Cndp1  
Cnga3  
Cnga4  
Cngb1  
Cngb3  
Cnih2  
Cnnm4  
Cnot10  
Cntd1  
Cntln  
Cntn2  
Cntn4  
Cntnap2  
Cntnap4  
Cntrl  
Cntrob  
Cog1  
Cog6  
Cog8  
Coil  
Col12a1  
Col16a1  
Col22a1  
Col25a1  
Col26a1  
Col28a1  
Col2a1  
Col5a1  
Col6a5  
Col6a6  
Col8a1  
Col9a1  
Col9a2  
Col9a3  
Colq  
Comp  
Cop1  
Copg2  
Cops5  
Coq10b  
Coq4  
Coq8b  
Coq9  
Coro2a

Cox5a  
Cox6b2  
Cpa4  
Cpa5  
Cpb2  
Cpeb2  
Cpeb3  
Cplane1  
Cplane2  
Cplx1  
Cplx2  
Cplx4  
Cpm  
Cpn1  
Cpne4  
Cpne9  
Cps1  
Cptp  
Cpvl  
Crabp2  
Crat  
Crb1  
Creb1  
Creb3l3  
Creld2  
Crem  
Crhbp  
Crip3  
Cript  
Crisp2  
Crls1  
Crmp1  
Crocc2  
Crppa  
Cryab  
Cryba2  
Crybb3  
Crybg2  
Cryzl1  
Csde1  
Csf3r  
Csgalnact1  
Csmd1  
Csmd2  
Csmd3  
Csnk1a1  
Csnk1d

Csnk1g1  
Csnk1g2  
Csnk2a2  
Csnk2b  
Cspg4  
Cspp1  
Csrnp3  
Cst10  
Cst13  
Cst8  
Cstf1  
Cstl1  
Ctag2  
Ctbs  
Ctdp1  
Ctdspl2  
Ctf1  
Cthrc1  
Ctla4  
Ctnna3  
Ctnnb1  
Ctsf  
Cttnbp2  
Ctxn1  
Cubn  
Cuedc2  
Cul3  
Cux1  
Cuzd1  
Cwc15  
Cwf19l2  
Cwh43  
Cxcl17  
Cxcl5  
Cxcr1  
Cyb5d1  
Cyb5r1  
Cyb5r2  
Cyct  
Cylc1  
Cyp19a1  
Cyp1a1  
Cyp26c1  
Cyp2ab1  
Cyp2c55  
Cyp2c70  
Cyp2g1

Cyp2r1  
Cyp3a13  
Cyp4f39  
Cyp4f40  
Cyp51  
Cystm1  
Cyth2  
Cyt11  
D130043K22Rik  
D16Ert472e  
D1Pas1  
D3Ert4751e  
D430042O09Rik  
D7Ert443e  
Dact3  
Dalrd3  
Dand5  
Dap  
Dap3  
Dbf4  
Dbil5  
Dcaf1  
Dcaf10  
Dcaf12  
Dcaf5  
Dcaf6  
Dcaf7  
Dcdc2a  
Dchs1  
Dclk1  
Dclk3  
Dcp1b  
Dcst1  
Dcst2  
Dcstamp  
Dctn2  
Dctn4  
Dcun1d3  
Dcun1d4  
Dcx  
Dda1  
Ddb2  
Ddhd1  
Ddit4l  
Ddn  
Ddx1  
Ddx20

Ddx25  
Ddx28  
Ddx39  
Ddx4  
Ddx52  
Dedd2  
Defb13  
Defb14  
Defb29  
Defb50  
Degs2  
Dennd1b  
Dennd5b  
Depdc1a  
Depdc1b  
Dera  
Desi1  
Desi2  
Deup1  
Dgat1  
Dgat2  
Dgka  
Dgkb  
Dgke  
Dgkh  
Dgki  
Dhrs11  
Dhrs7b  
Dhrs7c  
Dhx16  
Dhx30  
Dhx34  
Dhx40  
Dhx58  
Diablo  
Diaph3  
Dido1  
Dio1  
Dis3l  
Dis3l2  
Disp3  
Dkk1  
Dkk1l  
Dlat  
Dlec1  
Dlgap2  
Dlgap3

Dlgap5  
DII3  
Dlx1  
Dlx2  
Dlx6  
Dmac2l  
Dmbx1  
Dmp1  
Dmrt2  
Dmrt3  
Dmrta2  
Dmrta1  
Dmxl2  
Dnaaf1  
Dnaaf3  
Dnaaf5  
Dnah1  
Dnah10  
Dnah11  
Dnah17  
Dnah2  
Dnah3  
Dnah5  
Dnah6  
Dnah8  
Dnaic1  
Dnaic2  
Dnaja3  
Dnaja13  
Dnaja14  
Dnaja2  
Dnaja3  
Dnaja4  
Dnaja5  
Dnaja7  
Dnaja8  
Dnaja9  
Dnaja1  
Dnaja15  
Dnaja18  
Dnaja21  
Dnaja24  
Dnaja27  
Dnaja28  
Dnaja3  
Dnaja4  
DNAJC5B

Dnajc5g  
Dna1  
Dna4  
Dnali1  
Dnase1l3  
Dner  
Dnhd1  
Dnm1l  
Dnm2  
Dntt  
Doc2a  
Dock2  
Dok5  
Donson  
Dop1a  
Dot1l  
Dpep3  
Dpf3  
Dpp10  
Dpp7  
Dpp8  
Dpy19l1  
Dpy19l2  
Dpy30  
Dpys  
Dpysl5  
Dr1  
Dram1  
Drap1  
Drc1  
Drc3  
Drc7  
DRD2  
Drd3  
Drosha  
Dsc1  
Dscam  
Dscaml1  
Dsg2  
Dsg3  
Dsg4  
Dtd1  
Dtnb  
Dupd1  
Dusp10  
Dusp13  
Dusp15

Dusp18  
Dusp21  
Dusp27  
Dusp4  
Dusp6  
Dydc1  
Dydc2  
Dym  
Dync1h1  
Dync2h1  
Dync2li1  
Dynll2  
Dynlrb2  
Dyrk1b  
Dyrk3  
Dyrk4  
Dzip1  
E2f5  
E2f8  
Eaf1  
Ebf2  
Ebi3  
Ecd  
Ect2  
Ect2l  
Eda  
Edf1  
Edil3  
Eef2kmt  
Eefsec  
Efcab1  
Efcab10  
Efcab11  
Efcab12  
Efcab15  
Efcab2  
Efcab3  
Efcab5  
Efcab6  
Efcab7  
Efcab9  
Efemp1  
Efhb  
Efhc1  
Efhc2  
Efhd1  
Efl1

Efna3  
Efnb3  
Egfem1  
Egln2  
Egr3  
Ehbp1  
Ehd1  
Eif2b5  
Eif2s2  
Eif4e  
Eif4e3  
Eif4g1  
Eif4g3  
Elavl4  
Elf2  
Elf5  
Elfn2  
Ell2  
Elmod1  
Elmod2  
Elovl4  
Elp5  
Emc2  
Emc3  
Emc7  
Eme1  
Emilin2  
Eml6  
Emsy  
Enam  
Endou  
Enkd1  
Enkur  
Eno3  
Eno4  
Enpp3  
Enthd1  
Entr1  
Ep400  
Epc1  
Epcam  
Epgn  
Epha3  
Epha5  
Epha6  
Epha7  
Epor

Eps8l3  
Epsti1  
Epx  
Eqtn  
Ergic2  
Eri2  
Erich2  
Erich3  
Erlec1  
Erln2  
Ermap  
Ernm  
Ero1lb  
Esm1  
Espl1  
Esr1  
Esrrg  
Etfrf1  
Etnk1  
Etnppl  
Etv1  
Etv2  
Evl  
Evx2  
Exd1  
Exd2  
Exoc3  
Exoc3l4  
Exoc5  
Exosc3  
Exosc5  
Extl2  
Eya1  
Eya3  
Eya4  
F11  
F2rl2  
Fa2h  
Faah  
Faap100  
Fabp6  
Fads2b  
Faf1  
Faf2  
Faim2  
Faiml  
Fam104a

Fam107b  
Fam110a  
Fam118a  
Fam122c  
Fam126a  
Fam126b  
Fam129c  
Fam131b  
Fam149b  
Fam151b  
Fam161a  
Fam166a  
Fam166b  
Fam166c  
Fam167b  
Fam170a  
Fam170b  
Fam174b  
Fam178b  
Fam183b  
Fam186a  
Fam186b  
Fam187a  
Fam187b  
Fam193a  
Fam205c  
Fam209  
Fam214b  
Fam216a  
Fam217a  
Fam219a  
Fam221a  
Fam221b  
Fam222a  
Fam227a  
Fam227b  
Fam228a  
Fam228b  
Fam229a  
Fam229b  
Fam243  
Fam50b  
Fam57b  
Fam71a  
Fam71d  
Fam71e1  
Fam71f1

Fam71f2  
Fam76a  
Fam76b  
Fam78a  
Fam81a  
Fam81b  
Fam83c  
Fam83e  
Fam91a1  
Fam92a  
Fam98a  
Fancd2os  
Fancg  
Fank1  
Far2  
Fars2  
Fat2  
Fbn2  
Fbp1  
Fbxl13  
Fbxl15  
Fbxl2  
Fbxo15  
Fbxo24  
Fbxo27  
Fbxo3  
Fbxo34  
Fbxo36  
Fbxo39  
Fbxo4  
Fbxo40  
Fbxo43  
Fbxw10  
Fbxw5  
Fbxw7  
Fcamr  
Fcgbp  
Fcgr1  
Fdxacb1  
Fem1b  
Fem1c  
Fen1  
Fer  
Fer1l5  
Fer1l6  
Ferd3l  
Fermt1

Fev  
Fez1  
Fga  
Fgd3  
Fgf10  
Fgf12  
Fgf14  
Fgf2  
Fgf21  
Fgf9  
Fgfbp1  
Fgfr1op2  
Fgg  
Fhad1  
Fhdc1  
Fhit  
Fhl5  
Filip1l  
Fis1  
Fkbp1b  
Fkbp4  
Fkbp6  
Fkbp7  
Fkbpl  
Flacc1  
Flcn  
Flrt2  
Flywch2  
Fmc1  
Fmn1  
Fmo6  
Fndc1  
Fndc11  
Fndc3a  
Fndc3b  
Fndc8  
Fndc9  
Fnip1  
Fnta  
Fosl1  
Foxd2  
Foxg1  
Foxh1  
Foxj1  
Foxk1  
Foxm1  
Foxp2

Frat2  
Frem1  
Frem2  
Frs3  
Fscn2  
Fscn3  
Fsd1l  
Fsd2  
Fsip1  
Fsip2  
Fsip2l  
Fstl5  
Ftmt  
Fut11  
Fxr1  
Fxyd2  
Fyco1  
Fyttl1  
Fzr1  
G6pc3  
Gabarapl1  
Gabbr1  
Gabbr2  
Gabra4  
Gabbr1  
Gabbr2  
Gabrg2  
Gabrp  
Gabrr1  
Gabrr2  
Gabrr3  
Gad2  
Gadl1  
Galc  
Galk2  
Galm  
Galnt14  
Galnt3  
Galntl5  
Galp  
Gan  
Gapdhs  
Garem2  
Gas2  
Gas2l3  
Gas8  
Gask1b

Gata2  
Gata3  
Gatd3a  
Gbf1  
Gcc1  
Gcfc2  
Gck  
Gcm2  
Gcnt1  
Gcnt3  
Gcsam  
Gdap1l1  
Gde1  
Gdf11  
Gdf2  
Gdf6  
Gdf7  
Gdpd4  
Gemin5  
Gemin6  
Gemin7  
Gen1  
Gfap  
Gfer  
Gfod2  
Gfpt1  
Gfy  
Gga1  
Gga3  
Ggct  
Ggh  
Ggn  
Ggnbp1  
Ggnbp2  
Ggt5  
Ghitm  
Ghsr  
Gid4  
Gins2  
Gins3  
Gip  
Gipr  
Git1  
Gja5  
Gk2  
Gkap1  
Glb1l

Glb1l2  
Glcci1  
Gldn  
Glpr1l2  
Glp1r  
Gla3  
Gls2  
Glt1d1  
Glt6d1  
Glyat  
Glyatl3  
Glyctk  
Gm11437  
Gm11634  
Gm11992  
Gm12695  
Gm128  
Gm13420  
Gm136  
Gm17018  
Gm17359  
Gm17949  
Gm20403  
Gm2115  
Gm21976  
Gm22299  
Gm27301  
Gm27395  
Gm27454  
Gm27539  
Gm27543  
Gm27608  
Gm27717  
Gm27747  
Gm27834  
Gm27884  
Gm27972  
Gm27998  
Gm27999  
Gm28729  
Gm2a  
Gm3045  
Gm32742  
Gm35339  
Gm36368  
Gm4131  
Gm42906

Gm45521  
Gm4869  
Gm4952  
Gm50318  
Gm5134  
Gm5142  
Gm527  
Gm5460  
Gm572  
Gm5737  
Gm5767  
Gm614  
Gm6569  
Gm6583  
Gm6657  
Gm7271  
Gm9195  
Gm960  
Gm973  
Gm9999  
Gmcl1  
Gmfg  
Gmnn  
Gmppb  
Gmpr2  
Gmps  
Gnao1  
Gnat2  
Gnat3  
Gnb3  
Gng3  
Gngt2  
Gnl1  
Gnpat  
Gnpda2  
Gnpnat1  
Golga4  
Golga7b  
Golgb1  
Gorasp2  
Gosr2  
Got1l1  
Gp1bb  
Gp5  
Gpank1  
Gpat4  
Gpatch11

Gpatch2  
Gpatch2l  
Gpd2  
Gphn  
Gpi1  
Gpr12  
Gpr135  
Gpr137  
Gpr141  
Gpr15  
Gpr153  
Gpr158  
Gpr162  
Gpr18  
Gpr19  
Gpr3  
Gpr45  
Gpr50  
Gpr61  
Gpr65  
Gps1  
Gpx6  
Gramd1b  
Gramd1c  
Gramd2  
Grap2  
Greb1l  
Grhl1  
Gria1  
Gria2  
Grid2ip  
Grik1  
Grik2  
Grin2b  
Grin2d  
Grin3a  
Grip1  
Grk3  
Grk4  
Grm1  
Grm3  
Grm7  
Grm8  
Grn  
Grxcr2  
Gsdma  
Gsg1

Gsk3b  
Gstcd  
Gstm5  
Gsto2  
Gstt2  
Gstt4  
Gtf2a1l  
Gtf2f1  
Gtf2f2  
Gtf3c4  
Gtpbp2  
Gtsf1  
Gtsf1l  
Gtsf2  
Guca1a  
Gucy1a2  
Gucy1b1  
Gucy2f  
Gulo  
Gxylt1  
Gys2  
H1f6  
H2-M5  
H2ac12  
H2ac21  
H2aw  
H2ax  
H2bc1  
H2bc14  
H2bu2  
Habp2  
Habp4  
Hadha  
Hagh  
Haghl  
Hao1  
Hapln1  
Hapln2  
Hat1  
Haus1  
Haus4  
Hc  
Hcfc2  
Hcn1  
Hdac1  
Hddc3  
Hdx

Heatr4  
Heatr9  
Hectd2  
Hectd4  
Hecw1  
Hecw2  
Hemgn  
Henmt1  
Heph1  
Herc1  
Herc6  
Herpud2  
Hes3  
Hexa  
Hexdc  
Hexim2  
Hey1  
Hgd  
Hgs  
Hhip1  
Hif1an  
Hipk1  
Hipk3  
Hipk4  
Hivep3  
Hk1  
Hk3  
Hmces  
Hmcn1  
Hmga2  
Hmgcl1  
Hmgcr  
Hnf1b  
Hnf4g  
Hnrnpul1  
Homez  
Hook1  
Hook2  
Hormad1  
Hormad2  
Hoxb1  
Hoxb5  
Hoxc8  
Hoxc9  
Hpca  
Hpcal4  
Hps4

Hpse2  
Hrh4  
Hrob  
Hs3st2  
Hs3st5  
Hsbp111  
Hsdl2  
Hsf2bp  
Hsf5  
Hsfy2  
Hspa13  
Hspa1l  
Hspa4l  
Hspb3  
Hspb6  
Hspb9  
Hspbap1  
Htr2b  
Htr2c  
Htr3a  
Htra4  
Htt  
Hus1  
Hus1b  
Hvcn1  
Hyal1  
Hyal3  
Hyal4  
Hyal5  
Hyal6  
Hydin  
Hykk  
Hyls1  
Hyou1  
Ica1l  
Icmt  
Id4  
Ide  
Ifih1  
Ift122  
Ift172  
Ift20  
Ift22  
Ift27  
Ift57  
Ift74  
Ift80

lft88  
lglon5  
lgsf9  
ll11  
ll12rb2  
ll13ra2  
ll18  
ll18r1  
ll18rap  
ll1f6  
ll1rapl1  
ll1rl1  
ll20ra  
ll2rb  
ll34  
ll4i1  
ll9r  
llkap  
llrun  
lmp1l  
lmp2l  
lmt  
lmpg1  
lmpg2  
lnka1  
lno80c  
lno80e  
lnpp1  
lnpp4a  
lnpp4b  
lnpp5e  
lnpp5k  
lnsc  
lnsl6  
lnsyn2b  
lnts6  
lnts7  
lp6k1  
lpcef1  
lpo13  
lpo4  
lqank1  
lqca  
lqca1l  
lqcc  
lqcd  
lqcf1

lqcf4  
lqcf5  
lqcf6  
lqcg  
lqch  
lqck  
lqcm  
lqcn  
lqgap1  
lqgap2  
lqsec1  
lqub  
lrak1bp1  
lrf5  
lrgc1  
lrs4  
lsca2  
lsg20l2  
lsi1  
lsir2  
lsoc2a  
ltga10  
ltga9  
ltgad  
ltgax  
ltgb2  
ltgb3bp  
ltgb6  
ltih1  
ltih2  
ltih5  
ltpr2  
ltprid1  
ltprp  
ltprpl1  
lzumo1  
lzumo2  
lzumo3  
lzumo4  
jakmip2  
jakmip3  
jazf1  
jchain  
jhy  
jmjd8  
josd1  
jph3

Jrk  
Jrkl  
Kansl1l  
Kat7  
Katnal2  
Katnb1  
Kbtbd3  
Kbtbd7  
Kcmf1  
Kcna4  
Kcnab1  
Kcnab2  
Kcnb2  
Kcnc1  
Kcnc2  
Kcnf1  
Kcnh1  
Kcnh5  
Kcnh6  
Kcnh7  
Kcnh8  
Kcnip2  
Kcnip4  
Kcnj10  
Kcnj13  
Kcnj14  
Kcnj16  
Kcnj2  
Kcnj4  
Kcnj6  
Kcnj9  
Kcnk10  
Kcnk2  
Kcnma1  
Kcnmb2  
Kcnn2  
Kcnn3  
Kcnq2  
Kcnu1  
Kctd11  
Kctd16  
Kctd19  
Kctd7  
Kdm3a  
Kdm4a  
Kdm4d  
Kdm5b

Keap1  
Khdrbs3  
Kif17  
Kif18a  
Kif18b  
Kif19a  
Kif21b  
Kif24  
Kif26b  
Kif27  
Kif2a  
Kif2b  
Kif2c  
Kif3a  
Kif3b  
Kif5c  
Kif6  
Kif9  
Kifap3  
Kifc3  
Kin  
Kiz  
Klb  
Klc3  
Klf17  
Klf4  
Klf5  
Klhdc1  
Klhdc10  
Klhdc3  
Klhdc4  
Klhdc9  
Klh1  
Klh12  
Klh18  
Klh25  
Klh28  
Klh3  
Klh32  
Klh41  
Klh6  
Klh7  
Klk5  
Klk6  
Klk8  
Klkb1  
Knop1

Knstrn  
Kpna4  
Krba1  
Krccl  
Kremen2  
Krt1  
Krt10  
Krt12  
Krt2  
Krt71  
Krt73  
Krt77  
Krt86  
Krt87  
Krt88  
Ksr2  
Ktn1  
Ky  
L1cam  
L2hgdh  
Lacc1  
Lactbl1  
Lama3  
Lamp5  
Lancl1  
Lancl2  
Laptn4a  
Larp4b  
Lax1  
Lbh  
Lca5l  
Lck  
Lcorl  
Lef1  
Lefty2  
Lekr1  
Lemd1  
Lep  
Lepr  
Letm2  
Lexm  
Lgals12  
Lgals7  
Lgals8  
Lgi1  
Lgr5  
Lhfp11

Lhx1  
Lhx2  
Lhx4  
Lhx5  
Lhx8  
Lias  
Lig3  
Lim2  
Limd2  
Limk2  
Lin37  
Lin52  
Lin54  
Lin7a  
Lin7b  
Lin7c  
Lin9  
Lingo2  
Lipe  
Lipf  
Liph  
Lipi  
Lkaaeear1  
Llcfcl  
Lmbr1l  
Lmntd1  
Lmntd2  
Lmo7  
Lmod3  
Lmtk3  
Lnpep  
Lnpk  
Lonp2  
Lox  
Loxhd1  
Lpcat2b  
Lpcat3  
Lpgat1  
Lpin1  
Lpin3  
Lpp  
Lpxn  
Lrat  
Lrguk  
Lrif1  
Lrit1  
Lrit2

Lrmda  
Lrmp  
Lrp12  
Lrp1b  
Lrp2bp  
Lrrc1  
Lrrc10b  
Lrrc18  
Lrrc23  
Lrrc26  
Lrrc27  
Lrrc28  
Lrrc29  
Lrrc3  
Lrrc30  
Lrrc34  
Lrrc36  
Lrrc3b  
Lrrc3c  
Lrrc43  
Lrrc46  
Lrrc49  
Lrrc51  
Lrrc52  
Lrrc55  
Lrrc56  
Lrrc57  
Lrrc6  
Lrrc61  
Lrrc63  
Lrrc66  
Lrrc69  
Lrrc7  
Lrrc71  
Lrrc72  
Lrrc73  
Lrrc74a  
Lrrc8b  
Lrrc9  
Lrrcc1  
Lrrd1  
Lrrfip2  
Lrriq4  
Lrrk1  
Lrrtm3  
Lrrtm2  
Lrwd1

Lsm10  
Lsm5  
Ltf  
Lurap1  
Luzp1  
Ly6g6c  
Ly6g6d  
Ly6g6e  
Ly75  
Lyg2  
Lyl1  
Lypd6b  
Lypla1  
Lym1  
Lyzl1  
Lyzl4  
Lyzl6  
Lztfl1  
Lzts1  
Maats1  
Mab21l1  
Mab21l4  
Maco1  
Macrocl  
Macrocl2  
Mad2l1bp  
Mad2l2  
Maea  
Mael  
Magel2  
Magi2  
Majin  
Mak  
Malrd1  
Mamstr  
Manf  
Map1lc3b  
Map2k2  
Map3k10  
Map3k13  
Map3k19  
Map6d1  
Map7  
Map7d3  
Mapk10  
Mapk15  
Mapk6

Mapk8ip1  
Mapk8ip2  
Mapkap1  
Mapre3  
Marchf1  
Marchf11  
Marchf6  
Mas1  
Masp1  
Mbl1  
Mbtd1  
Mc5r  
Mcat  
Mcc  
Mcidas  
Mcm10  
Mcm9  
Mcmdc2  
Mcoln2  
Mcoln3  
Mcrip1  
Mctp1  
Mctp2  
Mdc1  
Mdga1  
Mdga2  
Mdh1b  
Mdm1  
Mdm2  
Me3  
Meaf6  
Meak7  
Mecr  
Med1  
Med19  
Med26  
Med27  
Med7  
Med9  
Mefv  
Megf6  
Meig1  
Meikin  
Meiob  
Meioc  
Meis3  
Memo1

Mepe  
Mesp1  
Mettl22  
Mettl6  
Mex3b  
Mex3c  
Mex3d  
Mfap3l  
Mff  
Mfn1  
Mfsd11  
Mfsd13b  
Mfsd14a  
Mfsd2b  
Mfsd6l  
Mgam  
Mgat3  
Mgat4c  
Mgat4d  
Mgat4e  
Mgat4f  
Mgl  
Mib1  
Micos13  
Micu3  
Mid1  
Mief1  
Mif4gd  
Miip  
Mindy1  
Mindy3  
Mindy4  
Mios  
Mir124a-3  
Mir125a  
Mir135a-1  
Mir141  
Mir181c  
Mir1956  
Mir200c  
Mir23b  
Mir3544  
Mir429  
Mir448  
Mir665  
Mir879  
Mirlet7e

Mkrm1  
Mkrm2  
Mlc1  
Mlf1  
Mlk1  
MlIt10  
MlIt11  
Mlph  
Mmadhc  
Mme  
Mme11  
Mmp12  
Mnd1  
Mns1  
Mob3b  
Mog  
Mogat1  
Mok  
Mon1a  
Morc1  
Morc2a  
Morc2b  
Morn1  
Morn2  
Morn3  
Morn4  
Morn5  
Mphosph9  
Mpig6b  
Mpp4  
Mpp6  
Mppe1  
Mpv17l  
Mreg  
Mrgbp  
Mrm3  
Mrnip  
Mroh1  
Mroh2a  
Mroh2b  
Mroh3  
Mroh4  
Mroh5  
Mroh7  
Mroh8  
Mroh9  
Mrpl32

Mrpl35  
Mrpl58  
Mrps22  
Mrps24  
Mrs2  
Mrtfb  
Ms4a1  
Ms4a12  
Ms4a13  
Ms4a14  
Ms4a5  
Msantd1  
Msh4  
Msi2  
Msl1  
Msra  
Msrb3  
Mstn  
Msto1  
Mtbp  
Mtch2  
Mtf1  
Mtfr1  
Mtfr2  
Mthfsd  
Mtif3  
Mtmr12  
Mtmr6  
Mtmr9  
Mtnr1a  
Mtnr1b  
Mtor  
Muc20  
Mucl3  
Mul1  
Musk  
Mxd1  
Mxd3  
Mybl1  
Mybpc1  
Mybpc2  
Mycbp  
Mycbpap  
Myh1  
Myh10  
Myh13  
Myh15

Myh2  
Myh3  
Myl1  
Myl2  
Myl4  
Myl7  
Mylk4  
Mymx  
Myo16  
Myo18b  
Myo19  
Myo1a  
Myo1c  
Myo1h  
Myo3b  
Myo5b  
Myo9a  
Myoc  
Myog  
Myom3  
Myorg  
Mypn  
Myrf1  
Myt1  
Myt1l  
Mzb1  
N4bp2l2  
Naa11  
Naa38  
Naa60  
Naa80  
Nabp1  
Nabp2  
Naif1  
Napa  
Napepld  
Naprt  
Nasp  
Nat9  
Nav3  
Nbas  
Nbea  
Ncan  
Ncapg  
Ncaph  
NCKIPSD  
Ncoa4

Ndc80  
Ndfip2  
Ndst4  
Ndufa12  
Ndufaf2  
Ndufaf7  
Ndufs1  
Ndufs4  
Ndufs6  
Neb  
Nebl  
Necab1  
Necab3  
Nectin3  
Nedd4l  
Negr1  
Nek10  
Nek11  
Nek2  
Nek5  
Nelfe  
Nell2  
Nemf  
Nemp1  
Nepn  
Neurl1a  
Neurod2  
Neurod6  
Nexmif  
Nf1  
Nfasc  
Nfatc2  
Nfatc2ip  
Nfe2  
Nfkbib  
Nfkbie  
Nfkbil1  
Nfrkb  
Nfs1  
Nfu1  
Ngb  
Ngef  
Ngly1  
Nhlh2  
Nhlrc4  
Nifk  
Nim1k

Nipsnap3a

Nit1

Nkapl

Nkiras1

Nkiras2

Nkx1-2

Nkx2-2

Nkx2-3

Nkx2-6

Nkx6-1

Nlgn1

Nlrc4

Nlrc5

Nlrp14

Nme5

Nme7

Nme8

Nmnat1

Nmnat2

Nmt1

Nmu

Nmur1

Nmur2

Nnmt

Nol4

Nol7

Nom1

Nos1ap

Nos2

Nostrin

Noxo1

Noxred1

Npas4

Npbwr1

Npc1l1

Npepl1

Nphp1

Nphs2

Npm2

Npm3

Npy2r

Nr1h3

Nr1h5

Nr1i2

Nr2e1

Nr4a2

Nr6a1

Nrap  
Nrd1  
Nrg4  
Nrip2  
Nrm  
Nrsn1  
Nrxn2  
Nrxn3  
Nsd2  
Nsmce1  
Nsmce2  
Nsmf  
Nsun4  
Nsun7  
Nt5c1a  
Nt5c1b  
Ntf3  
Ntm  
Ntm1  
Ntrk3  
Nuak1  
Nudcd3  
Nudt16l2  
Nudt18  
Nudt21  
Nudt22  
Nudt4  
Nudt6  
Nudt7  
Nudt9  
Nufip2  
Numbl  
Nup153  
Nup155  
Nup210l  
Nup214  
Nup37  
Nup50  
Nup54  
Nup88  
Nup98  
Nupl2  
Nupr1l  
Nutm1  
Nwd1  
Nwd2  
Nxn1l

Nxt1  
Nxt2  
Nyap2  
Oaz2  
Oaz3  
Oc90  
Oca2  
Ocstamp  
Odaph  
Odf1  
Odf2  
Odf2l  
Odf3  
Odf3b  
Odf3l1  
Odf3l2  
Ofcc1  
Oit1  
Olfr1  
Olfr2  
Olfr4  
Olfr1006  
Olfr1038-ps  
Olfr124  
Olfr1336  
Olfr1347  
Olfr1348  
Olfr1361  
Olfr1370  
Olfr1440  
Olfr187  
Olfr273  
Olfr332  
Olfr411  
Olfr430  
Olfr478  
Olfr5  
Olfr514  
Olfr520  
Olfr521  
Olfr572  
Olfr718-ps1  
Olfr78  
Olfr90  
Olfr93  
Olfr95  
Olig3  
Omg

Onecut1  
Opcml  
Oplah  
Opn1sw  
Opn3  
Oprl1  
Optn  
Orai2  
Orc3  
Osbp  
Osbp2  
Osbpl10  
Osbpl2  
Osbpl5  
Osbpl8  
Osbpl9  
Oscp1  
Oser1  
Osgin1  
Otoa  
Otof  
Otog  
Otol1  
Otop1  
Otos  
Otub2  
Otud4  
Otud7b  
Ovch2  
Ovol1  
Ovol3  
Oxgr1  
Oxsm  
OXTR  
P2rx3  
P2rx7  
P4ha3  
Pabpc2  
Pacrg  
Pacs1  
Pacsin3  
Padi1  
Padi3  
Pafah1b1  
Pak7  
Palm3  
Palmd

Pan3  
Pank2  
Panx3  
Paox  
Pappa  
Pappa2  
Papss2  
Paqr3  
Paqr5  
Paqr9  
Pard6a  
Parp6  
Parpbbp  
Pask  
Pate13  
Patl2  
Pax2  
Pax3  
Pax4  
Pax5  
Pax6  
Pax9  
Pbk  
Pbx4  
Pcare  
Pcbd2  
Pcbp3  
Pcdh10  
Pcdh15  
Pcdha1  
Pcdha3  
Pcdha6  
Pcdhac2  
Pcdhb1  
Pcdhb13  
Pcdhb14  
Pcdhb18  
Pcdhga11  
Pcdhga5  
Pcdhgb4  
Pcdhgb6  
Pcdhgb7  
Pcf11  
Pcgf6  
Pck1  
Pclaf  
Pclo

Pcm1  
Pcmt1  
Pcnx  
Pcsk1  
Pcsk2  
Pcsk4  
Pdcd1lg2  
Pdcd2l  
Pdcd4  
Pdcd5  
Pdcl2  
Pde11a  
Pde1a  
Pde1c  
Pde3b  
Pde4a  
Pde4c  
Pde4dip  
Pde6b  
Pde8a  
Pdhb  
Pdilt  
Pdk2  
Pdp1  
Pdpk1  
Pdzd8  
Pdzd9  
Pdzk1  
Pdzk1ip1  
Pdzn4  
Peak1  
Peli3  
Pemt  
Pex11a  
Pex11b  
Pex11g  
Pex12  
Pex13  
Pex3  
Pfkp  
Pfn3  
Pfn4  
Pgam2  
Pgk2  
Pglyrp3  
Pgr15l  
Pgrmc2

Phactr3  
Pheta2  
Phf1  
Phf10  
Phf14  
Phf19  
Phf2  
Phf21a  
Phf7  
Phkg2  
Phlda2  
Phlpp1  
Phospho1  
Phospho2  
Phpt1  
Phtf1  
Phyhipl  
Pias2  
Pias4  
Picalm  
Pick1  
Pif1  
Pifo  
Pigc  
Pigf  
Pigm  
Pigr  
Pigx  
Pigyl  
Pih1d2  
Pik3ap1  
Pik3cg  
Pim1  
Pinlyp  
Pip5kl1  
Pirt  
Pithd1  
Pitpna  
Piwil1  
Pja2  
Pjvk  
Pkd1l2  
Pkd2l1  
Pkd2l2  
Pkib  
Pkig  
Pkmyt1

Pkn2  
Pknox1  
Pknox2  
Pkp1  
Pla2g10  
Pla2g12b  
Pla2g2c  
Pla2g4d  
Pla2g6  
Plaat1  
Plaat5  
Plac1  
Plac8  
Plac8l1  
Plb1  
Plbd1  
Plcb1  
Plcb2  
Plcd1  
Plcd4  
Plce1  
Plch1  
Plch2  
Plcxd2  
Plcz1  
Pld5  
Plec  
Plek  
Plekha2  
Plekha3  
Plekha5  
Plekhh2  
Plekhm2  
Plekho2  
Plk1  
Plk4  
Plip  
Plin  
Plpp1  
Plpp6  
Pmch  
Pmel  
Pmfbp1  
Pmis2  
Pml  
Pnlcd1  
Pnlip

Pnliprp1  
Pnliprp2  
Pnpla2  
Poc1a  
Poc1b  
Podnl1  
Pola2  
Polb  
Pold3  
Pole4  
Polg  
Polh  
Poli  
Polk  
Poln  
Polr2i  
Polr3gl  
Pom121  
Pom121l12  
Pomc  
Pomt1  
Pomt2  
Popdc2  
Popdc3  
Pou2f1  
Pou2f3  
Pou4f3  
Pou5f2  
Pp2d1  
Pparg  
Ppargc1a  
Ppef1  
Ppfia2  
Ppil6  
Ppm1a  
Ppm1b  
Ppm1d  
Ppm1e  
Ppm1g  
Ppm1j  
Ppox  
Ppp1cc  
Ppp1r10  
Ppp1r11  
Ppp1r16a  
Ppp1r17  
Ppp1r1c

Ppp1r2  
Ppp1r27  
Ppp1r32  
Ppp1r36  
Ppp1r3c  
Ppp1r42  
Ppp2r1b  
Ppp2r2b  
Ppp2r2d  
Ppp2r3c  
Ppp2r5c  
Ppp2r5e  
Ppp3cc  
Ppp3r2  
Ppp6c  
Ppp6r1  
Pradc1  
Pram1  
Prame  
Prap1  
Prdx4  
Preb  
Prelid3b  
Prim2  
Prkaa1  
Prkag2  
Prkar1b  
Prkar2a  
Prkca  
Prkcd  
Prkcg  
Prkcq  
Prkcz  
Prkn  
Prl  
Prl2a1  
Prl2b1  
Prl7c1  
Prm2  
Prm3  
Prmt8  
Prob1  
Prok2  
Prom1  
Prop1  
Prpf31  
Prph2

Prpsap1  
Prr11  
Prr18  
Prr19  
Prr22  
Prr27  
Prr32  
Prr5l  
Prr9  
Prrc2a  
Prrx1  
Prrxl1  
Prss21  
Prss34  
Prss37  
Prss38  
Prss39  
Prss40  
Prss42  
Prss43  
Prss44  
Prss45  
Prss46  
Prss47  
Prss52  
Prss53  
Prss54  
Prss55  
Prss58  
Prtn3  
Prune1  
Prxl2a  
Psd  
Psd2  
Psen1  
Psip1  
Psma8  
Psmc3  
Psmc3ip  
Psmc5  
Psmc13  
Psme4  
Psmf1  
Psmg1  
Pstpip2  
Ptar1  
Ptbp2

Ptchd3  
Ptdss1  
Ptdss2  
Pten  
Ptger3  
Ptgfr  
Pth1r  
Pth2  
Ptk6  
Ptpa  
Ptpdc1  
Ptpmt1  
Ptpn12  
Ptpn20  
Ptpn4  
Ptpn7  
Ptprk  
Ptprn2  
Ptprq  
Ptprt  
Ptrh1  
Pttg1  
Pusl1  
Pwwp2b  
Pwwp3a  
Pxylp1  
Pzp  
Qrich1  
Qrich2  
R3hcc1  
Rab11b  
Rab11fip2  
Rab11fip5  
Rab15  
Rab26  
Rab28  
Rab2b  
Rab37  
Rab39  
Rab3b  
Rab3c  
Rab3gap2  
Rab3il1  
Rab44  
Rab4a  
Rab6b  
Rabac1

Rabepk  
Rabgap1l  
Rad18  
Rad21l  
Rad23a  
Rad51d  
Rad54l  
Rad9b  
Rag2  
Ralgps1  
Ralgps2  
Raly1  
Ranbp17  
Ranbp2  
Ranbp3l  
Ranbp9  
Rangap1  
Rarb  
Rarres1  
Rars2  
Rasal2  
Rasgrf2  
Rasip1  
Rb1  
Rbfox1  
Rbm11  
Rbm27  
Rbm44  
Rbm46  
Rbm4b  
Rbms3  
Rbpjl  
Rc3h1  
Rcc1  
Rchy1  
Rcor3  
Rcvrn  
Rd3  
Rdh11  
Rdh12  
Rdh14  
Rdh8  
Rdx  
Rec8  
Reep4  
Reep6  
Relt

Rerg  
Retreg1  
Retreg2  
Rev3l  
Rfc1  
Rftn2  
Rfx1  
Rfx2  
Rfx3  
Rfx4  
Rfx6  
Rfx8  
Rgl1  
Rgs16  
Rgs22  
Rgs7  
Rgs8  
Rgs1  
Rhag  
Rhbdd1  
Rhbdd2  
Rhbdd3  
Rhcg  
Rhno1  
Rho  
Rhot1  
Rhov  
Rhpn1  
Ribc1  
Ribc2  
Rif1  
Rimbp3  
Rin1  
Rint1  
Riok3  
Ripor3  
Rlbp1  
Rmdn2  
Rmi1  
Rmnd5b  
Rnase12  
Rnaseh2a  
Rnf125  
Rnf126  
Rnf138  
Rnf139  
Rnf14

Rnf144a  
Rnf151  
Rnf169  
Rnf19a  
Rnf19b  
Rnf20  
Rnf207  
Rnf220  
Rnf224  
Rnf24  
Rnf32  
Rnf38  
Rnf39  
Rnf4  
Rnf40  
Rnf41  
Rnf43  
Rnf44  
Rnpep  
Ropn1  
Ropn1l  
Ror1  
Rp1l1  
Rp2  
Rp9  
Rpain  
Rpe65  
Rpgr  
Rpgr1p1l  
Rph3a  
Rpl39l  
Rpl3l  
Rrnad1  
Rrp12  
Rrp15  
Rrp8  
Rsbn1  
Rsph1  
Rsph10b  
Rsph14  
Rsph4a  
Rsph6a  
Rsph9  
Rspry1  
Rtbdn  
Rtf2  
Rtkn2

Rtn4rl1  
Rtn4rl2  
Rtnn  
Rufy3  
Runx1  
Runx1t1  
Runx2  
Ruvbl2  
Rwdd2a  
Rwdd4a  
Rxfp1  
Ryr1  
Ryr3  
S100a7a  
S100g  
S100z  
Saa4  
Sag  
Samd10  
Samd13  
Samd3  
Samd4  
Samd4b  
Samd8  
Sap130  
Sarm1  
Sass6  
Satl1  
Sav1  
Saxo1  
Saxo2  
Saysd1  
Sbds  
Sbf2  
Sbno1  
Scaf4  
Scamp2  
Scand1  
Scaper  
Sccpdh  
Scel  
Scg5  
Scgb1c1  
Scgb3a1  
Scgn  
Sclt1  
Scly

Scmh1  
Scml4  
Scn10a  
Scn11a  
Scn2a  
Scn4a  
Scn9a  
Scnn1a  
Scoc  
Scp2d1  
Scrg1  
Scrn3  
Scrt1  
Scrt2  
Sdf2l1  
Sdk2  
Sec14l1  
Sec14l2  
Sec14l3  
Sec14l4  
Sec14l5  
Sec16a  
Sec22a  
Sec22c  
Sec23a  
Sec61a2  
Sel1l2  
Selenos  
Selenov  
Selenow  
Sema3e  
Sema4a  
Sema4g  
Serp2  
Septin10  
Septin12  
Septin3  
Septin4  
Serac1  
Serf1  
Serp2  
Serpina16  
Serpina2  
Serpina6b  
Serpina7  
Serpine3  
Serpini2

Sertad2  
Setbp1  
Setx  
Sez6  
Sez6l  
Sez6l2  
Sfmbt1  
Sftpd  
Sgca  
Sgcb  
Sgf29  
Sgip1  
Sgk1  
Sgk2  
Sgms1  
Sgms2  
Sgo1  
Sgsm1  
Sh2d2a  
Sh2d4b  
Sh2d6  
Sh3bp2  
Sh3gl3  
Sh3glb1  
Sh3rf2  
Shank1  
Shc3  
Shcbp1l  
Shisa3  
Shisa7  
Shisal2b  
Shkbp1  
Shld2  
Shmt1  
Siae  
Siah2  
Siglec15  
Sik2  
Sik3  
Sil1  
Sim1  
Simc1  
Sirt2  
Sirt3  
Sirt4  
Sis  
Sit1

Ska3  
Sla2  
Slain2  
Slamf1  
Slamf9  
Slc10a4l  
Slc10a5  
Slc11a1  
Slc12a3  
Slc12a7  
Slc13a3  
Slc13a4  
Slc13a5  
Slc14a2  
Slc15a1  
Slc15a5  
Slc16a12  
Slc16a14  
Slc16a3  
Slc16a7  
Slc16a8  
Slc17a2  
Slc17a6  
Slc1a2  
Slc22a1  
Slc22a14  
Slc22a16  
Slc22a2  
Slc22a20  
Slc22a23  
Slc22a5  
Slc22a7  
Slc23a2  
Slc24a4  
Slc25a20  
Slc25a21  
Slc25a35  
Slc25a37  
Slc25a39  
Slc25a41  
Slc25a54  
Slc26a4  
Slc26a5  
Slc26a8  
Slc28a3  
Slc2a13  
Slc2a3

Slc2a5  
Slc2a7  
Slc2a9  
SLC30A3  
Slc30a4  
Slc33a1  
Slc34a2  
Slc34a3  
Slc35a5  
Slc35b4  
Slc35e3  
Slc35f1  
Slc35f4  
Slc35g1  
Slc35g2  
Slc35g3  
Slc36a1  
Slc36a3  
Slc37a1  
Slc37a2  
Slc38a11  
Slc38a3  
Slc38a7  
Slc38a9  
Slc39a12  
Slc39a3  
Slc43a3  
Slc44a5  
Slc46a2  
Slc4a1  
Slc4a1ap  
Slc4a5  
Slc4a7  
Slc4a8  
Slc5a12  
Slc66a2  
Slc6a1  
Slc6a20a  
Slc6a20b  
Slc6a4  
Slc6a6  
Slc6a7  
Slc7a9  
Slc8a1  
Slc8a2  
Slc8b1  
Slc9a2

Slc9a3  
Slc9a3r1  
Slc9a4  
Slc9b1  
Slc9c1  
Slco2a1  
Slco5a1  
Slfn14  
Slfn5  
Slfnl1  
Slk  
Sltn  
Slurp2  
Slx4ip  
Smap1  
Smarcb1  
Smc1b  
Smc5  
Smc6  
Smco1  
Smco2  
Smco3  
Smco4  
Smcr8  
Smg5  
Smg7  
Smg9  
Smim13  
Smim22  
Smim23  
Smim24  
Smim27  
Smim8  
Smim9  
Smpd2  
Smpd3  
Smpd5  
Snap29  
Sncap  
SNORA70  
SNORD116  
Snrk  
Snrpd1  
Snta1  
Sntb2  
Sntg1  
Sntn

Snupn  
Snx13  
Snx16  
Snx19  
Snx25  
Snx3  
Snx31  
Socs7  
Sord  
Sort1  
Sost  
Sox30  
Sox5  
Sox6  
Sp7  
Sp8  
Spa17  
Spaca1  
Spaca3  
Spaca4  
Spaca6  
Spaca7  
Spaca9  
Spag1  
Spag16  
Spag17  
Spag4  
Spag5  
Spag6  
Spag6l  
Spag8  
Spag9  
Spam1  
Spast  
Spata16  
Spata17  
Spata18  
Spata19  
Spata20  
Spata25  
Spata3  
Spata31  
Spata31d1b  
Spata32  
Spata33  
Spata4  
Spata45

Spata46  
Spata5  
Spata7  
Spata9  
Spatc1  
Spatc1l  
Spats1  
Spats2  
Spcs1  
Spcs3  
Spdya  
Spef1  
Spef1l  
Spem1  
Spem2  
Spsesp1  
Spg7  
Sphkap  
Spink2  
Spink8  
Spire2  
Spn  
Spns3  
Spo11  
Spock3  
Spp2  
Sppl2b  
Spred3  
Sprtn  
Spryd7  
Spsb1  
Spsb2  
Spta1  
Spty2d1  
Sra1  
Srd5a3  
Srf  
Srms  
Srpk1  
Srpk2  
Srr  
Srrd  
Srrm3  
Srrt  
Srsf12  
Ssmem1  
Ssna1

Sstr2  
Ssx2ip  
St18  
St6galnac2  
St7  
St8sia1  
St8sia3  
St8sia6  
Stag3  
Stam2  
Stambp  
Stard6  
Stat4  
Stil  
Stimate  
Stk17b  
Stk19  
Stk31  
Stk32a  
Stk32b  
Stk33  
Stk39  
Stkld1  
Stmn1  
Stmn3  
Stn1  
Stox2  
Stpg1  
Stpg2  
Stpg3  
Stpg4  
Strada  
Strap  
Strbp  
Stt3b  
Stx18  
Stx19  
Stx2  
Stx5a  
Stx8  
Stxbp1  
Styxl1  
Suc1g1  
Suco  
Sufu  
Sugp2  
Sugt1

Sult1b1  
Sult1c1  
Sult1c2  
Sult6b2  
Sun1  
Sun3  
Sun5  
Supt20  
Supt3  
Supt6  
Supv3l1  
Susd5  
Sv2b  
Svep1  
Svip  
Svop  
Syce1l  
Syce3  
Sycp1  
Syngap1  
Syngr3  
Syngr4  
Synj2  
Synj2bp  
Synpo2l  
Synpr  
Sypl  
Sypl2  
Syt10  
Syt14  
Syt16  
Syt17  
Syt2  
Syt5  
Sytl3  
Sytl5  
T  
Taar4  
Taar9  
Tac2  
Tacc3  
Taf12  
Tagln3  
Taok1  
Tas1r1  
Tasor2  
Tat

Tatdn3  
Tbata  
Tbc1d1  
Tbc1d14  
Tbc1d15  
Tbc1d2  
Tbc1d20  
Tbc1d21  
Tbc1d23  
Tbc1d2b  
Tbc1d30  
Tbc1d32  
Tbc1d7  
Tbc1d9  
Tbcel  
Tbkbp1  
Tbl2  
Tbp  
Tbpl1  
Tbpl2  
Tbr1  
Tbx1  
Tbx15  
Tbx19  
Tbx4  
Tcaf3  
Tcaim  
Tcam1  
Tcea2  
Tceanc2  
Tcf24  
Tcfl5  
Tchp  
Tcp11  
Tcp11x2  
Tcte1  
Tctex1d1  
Tctex1d2  
Tctn1  
Tdp2  
Tdrd1  
Tdrd3  
Tdrd5  
Tdrd6  
Tdrd7  
Tdrd9  
Tdrp

Tead1  
Tek  
Tek1  
Tek2  
Tek3  
Tek4  
Tek5  
Tenm1  
Tenm2  
Tenm4  
Tent4b  
Tent5b  
Tent5c  
Tepp  
Terb2  
Terf1  
Tesk1  
Tesk2  
Tesmin  
Tesp1  
Tex13a  
Tex13c1  
Tex13c2  
Tex13c3  
Tex21  
Tex22  
Tex26  
Tex28  
Tex33  
Tex35  
Tex36  
Tex37  
Tex38  
Tex43  
Tex44  
Tex45  
Tex47  
Tex48  
Tex52  
Tex55  
Tex9  
Tfam  
Tfap2a  
Tfap2b  
Tfap2e  
Tfb1m  
Tfpi

Tg  
Tgm4  
TH  
Thap2  
Thap7  
Thbs4  
Theg  
Thegl  
Them5  
Themis3  
Thns1  
Thoc5  
Thoc7  
Thsd7b  
Thumpd3  
Tigd2  
Tigd4  
Tigd5  
Tigit  
Timm13  
Timm9  
Tinag  
Tkfc  
Tktl2  
Tlcd4  
Tldc2  
Tle2  
Tle7  
Tlk2  
Tll1  
Tlr5  
Tm4sf19  
Tm4sf20  
Tm4sf4  
Tm6sf2  
Tm7sf2  
Tmbim7  
Tmc1  
Tmc5  
Tmc7  
Tmco2  
Tmco5  
Tmco5b  
Tmeff1  
Tmeff2  
Tmem102  
Tmem107

Tmem108  
Tmem120a  
Tmem129  
Tmem132c  
Tmem134  
Tmem138  
Tmem140  
Tmem144  
Tmem145  
Tmem150c  
Tmem151a  
Tmem156  
Tmem161b  
Tmem169  
Tmem170b  
Tmem174  
Tmem175  
Tmem183a  
Tmem190  
Tmem191c  
Tmem198b  
Tmem200a  
Tmem200c  
Tmem205  
Tmem210  
Tmem217  
Tmem225  
Tmem229b  
Tmem231  
Tmem232  
Tmem239  
Tmem241  
Tmem243  
Tmem246  
Tmem247  
Tmem248  
Tmem255a  
Tmem26  
Tmem262  
Tmem269  
Tmem270  
Tmem30c  
Tmem39b  
Tmem41b  
Tmem45b  
Tmem50b  
Tmem53

Tmem54  
Tmem63c  
Tmem67  
Tmem71  
Tmem8  
Tmem82  
TMEM89  
Tmem95  
Tmf1  
Tmprss11a  
Tmprss11f  
Tmprss11g  
Tmprss12  
Tmprss13  
Tmprss3  
Tmprss9  
Tnfaip2  
Tnfaip8  
Tnfaip8l1  
Tnfrsf11a  
Tnfrsf13b  
Tnfrsf8  
Tnfsf11  
Tnfsf15  
Tnfsf18  
Tnfsf8  
Tnk1  
Tnks  
Tnmd  
Tnn  
Tnnc1  
Tnnc2  
Tnni3k  
Tnp1  
Tnp2  
Tnr  
Tnrc6c  
Tns1  
Tob1  
Togaram1  
Tom1  
Tomm20l  
Tomm70a  
Top2a  
Topaz1  
Toporsl  
Tor1aip1

Tor1aip2  
Tox2  
Tpcn2  
Tpd52l2  
Tpgs2  
Tph2  
Tpi1  
Tpo  
Tpp2  
Tppp2  
Tprg  
Tprgl  
Tprn  
Tpst1  
Traf1  
Traf3ip1  
Traip  
Tram1  
Tram1l1  
Tram2  
Treh  
Trh  
Trhde  
Trhr  
Trim11  
Trim14  
Trim17  
Trim24  
Trim27  
Trim28  
Trim29  
Trim33  
Trim36  
Trim37  
Trim39  
Trim42  
Trim45  
Trim46  
Trim55  
Trim58  
Trim61  
Trim66  
Trim69  
Trim7  
Trim72  
Trim80  
Triml1

Trip11  
Trip12  
Triqk  
Troap  
Trp53tg5  
Trp63  
Trpc6  
Trpc7  
Trpm6  
Trpm8  
Trpt1  
Trpv1  
Trpv3  
Trpv5  
Tsacc  
Tsga10  
Tsga13  
Tshb  
Tsk  
Tsnaxip1  
Tspan1  
Tspan6  
Tspoap1  
Tspyl5  
Tssc4  
Tssk1  
Tssk2  
Tssk3  
Tssk4  
Tssk5  
Tssk6  
Tsx  
Ttbk1  
Ttc12  
Ttc21a  
Ttc21b  
Ttc22  
Ttc23  
Ttc25  
Ttc26  
Ttc29  
Ttc30a2  
Ttc30b  
Ttc32  
Ttc39a  
Ttc39d  
Ttc41

Ttc7  
Ttk  
Ttl1  
Ttl10  
Ttl11  
Ttl13  
Ttl3  
Ttl4  
Ttl6  
Ttl8  
Tuba4a  
Tuba8  
Tuba3  
Tubb3  
Tubb4a  
Tubb4b  
Tubd1  
Tulp2  
Tulp4  
Tusc3  
Txlnb  
Txndc8  
Txndc9  
Txnrd3  
Tyk2  
U1  
U3  
U6  
Uaca  
Ubac1  
Ubp2  
Ubash3a  
Ubd  
Ube2a  
Ube2c  
Ube2f  
Ube2j1  
Ube2k  
Ube3b  
Ube4a  
Ubl3  
Ubl4b  
Ubl7  
Ublcp1  
Ubn1  
Ubn2  
Ubox5

Ubqln3  
Ubqln5  
Ubr4  
Ubr5  
Ubt1  
Ubxn10  
Ubxn11  
Ubxn2a  
Ubxn4  
Ubxn6  
Ubxn8  
Ucp3  
Ufl1  
Ufsp2  
Uggt2  
Uhm1  
Uhrf1  
Uhrf1bp1  
Ulk2  
Ulk4  
Umod  
Unc13a  
Unc13c  
Unc45b  
Unc5c  
Unc80  
Uox  
Upf2  
Upk1a  
Upk1b  
Upk3a  
Uqcc1  
Uqcc2  
Uqcrfs1  
Uroc1  
Use1  
Usp1  
Usp12  
Usp15  
Usp16  
Usp2  
Usp24  
Usp25  
Usp29  
Usp3  
Usp32  
Usp37

Usp38  
Usp42  
Usp44  
Usp47  
Usp48  
Usp49  
Usp50  
Usp7  
Usp8  
Vamp4  
Vars  
Vash2  
Vasp  
Vat1l  
Vdac3  
Vgll3  
Vhl  
Vinac1  
Vip  
Vipas39  
Vipr2  
Vmn2r1  
Vmo1  
Vps13a  
Vps13b  
Vps26a  
Vps28  
Vps45  
Vps53  
Vrk2  
Vrk3  
Vsig10l  
Vsig8  
Vsnl1  
Vwa3a  
Vwa3b  
Vwa5b1  
Wapl  
Wbp11  
Wbp2nl  
Wdfy1  
Wdfy4  
Wdpcp  
Wdr12  
Wdr19  
Wdr25  
Wdr27

Wdr31  
Wdr34  
Wdr35  
Wdr37  
Wdr38  
Wdr41  
Wdr47  
Wdr48  
Wdr49  
Wdr54  
Wdr60  
Wdr62  
Wdr63  
Wdr64  
Wdr72  
Wdr73  
Wdr78  
Wdr93  
Wdr95  
Wdtc1  
Wee2  
Wfdc15a  
Wfdc3  
Wnt1  
Wnt10b  
Wnt16  
Wnt2  
Wnt3  
Wnt3a  
Wwp1  
Wwp2  
Xirp2  
Xk  
Xkr7  
Xkr8  
Xkr9  
Xpo4  
Xpo5  
Xpo6  
Xpot  
Xpr1  
Xrcc6  
Xrra1  
Ybx2  
Ybx3  
Ydjc  
Yif1b

Yipf7  
Ylpm1  
Yme1l1  
Yod1  
Ypel1  
Ypel4  
Zan  
Zap70  
Zbbx  
Zbed4  
Zbtb3  
Zbtb32  
Zbtb44  
Zbtb48  
Zbtb5  
Zbtb8a  
Zbtb8b  
Zc2hc1a  
Zc2hc1b  
Zc2hc1c  
Zc3h10  
Zc3h12c  
Zc3h12d  
Zc3h14  
Zc3h3  
Zcchc9  
Zdbf2  
Zdhhc11  
Zdhhc19  
Zdhhc22  
Zdhhc23  
Zdhhc4  
Zdhhc5  
Zfand3  
Zfand6  
Zfhx4  
Zfp1  
Zfp157  
Zfp160  
Zfp174  
Zfp185  
Zfp217  
Zfp267  
Zfp286  
Zfp287  
Zfp330  
Zfp35

Zfp365  
Zfp367  
Zfp37  
Zfp385a  
Zfp385c  
Zfp41  
Zfp420  
Zfp438  
Zfp451  
Zfp454  
Zfp462  
Zfp488  
Zfp511  
Zfp512b  
Zfp526  
Zfp541  
Zfp560  
Zfp568  
Zfp574  
Zfp58  
Zfp592  
Zfp597  
Zfp599  
Zfp608  
Zfp628  
Zfp646  
Zfp647  
Zfp652  
Zfp653  
Zfp654  
Zfp663  
Zfp689  
Zfp69  
Zfp712  
Zfp768  
Zfp78  
Zfp804a  
Zfp804b  
Zfp821  
Zfp882  
Zfp952  
Zfr2  
Zfyve1  
Zfyve26  
Zhx3  
Zic5  
Zkscan16

Zkscan17  
Zkscan2  
Zkscan7  
Zmat4  
Zmiz2  
Zmynd10  
Zmynd12  
Zmynd15  
Znhit2  
Znrd1as  
Zp3r  
Zpbp  
Zpbp2  
Zpr1  
Zranb1  
Zscan2  
Zswim1  
Zswim3  
Zswim6  
Zup1

S vs W- down  
0610010K14Rik  
1110008P14Rik  
1110012L19Rik  
1110038F14Rik  
1500009L16Rik  
1600014C10Rik  
1700017B05Rik  
1810010H24Rik  
2010300C02Rik  
2210016F16Rik  
2310011J03Rik  
2310033P09Rik  
2410002F23Rik  
2410131K14Rik  
2510009E07Rik  
2610002M06Rik  
2810459M11Rik  
3110021N24Rik  
4931406C07Rik  
5730409E04Rik  
5S\_rRNA  
6430548M08Rik  
A4galt  
Aard  
Abat  
Abca2  
Abca6  
Abcb10  
Abcb4  
Abcb7  
Abcb8  
Abcc1  
Abcc4  
Abcc5  
Abcc6  
Abcc8  
Abcd3  
Abcd4  
Abcg1  
Abcg2  
Abhd15  
Abhd3  
Abhd6  
Abhd8  
Ablim1

Abrac1  
Abraxas1  
Acaa2  
Acad8  
Acad9  
Acadl  
Acadm  
Acads  
Acbd4  
Accs  
Ackr1  
Ackr3  
Ackr4  
Acly  
Aco1  
Acot4  
Acot6  
Acsbg1  
Acsf2  
Acs14  
Acss1  
Acss3  
Acta2  
Actc1  
Actn1  
Acvr1  
Acvr2b  
Acvrl1  
Acy3  
Adam10  
Adam23  
Adam33  
Adamts10  
Adamts15  
Adamts2  
Adamts7  
Adamts15  
Adap1  
Adcy2  
Adcy4  
Adcy6  
Adcyap1r1  
Adgra2  
Adgra3  
Adgrb1  
Adgrb2  
Adgre5

How the deposited data were processed for this re-analysis (not part of the article)

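Testis RNA-seq libraries of 34 *ATS* males were used: 18 summer (S) males, 11 winter males that do not maintain spermatogenesis (W-) and 5 winter males that do (W+). Groups were taken from the sample labels and the sample names in Fig. 4A, and each library is 1 animal. The authors trimmed the reads with trim_galore, aligned them with Hisat2 to the *Microtus ochrogaster* genome MicOch1, counted them per gene with HTSeq-count and computed RPKM during their DESeq2 normalization. The annotation release, the strand setting and the handling of reads with several hits are not given in the sources used here. The deposited RPKM cover 23038 genes, of which 2217 are at 0 in every library.

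The recovery of reads from the RPKM was tested on simulated data, where 100% of 1494 genes came back. In the deposited values, 100% of the values of 20821 genes were whole reads within a tolerance of 0.02, and the library steps were proportional to the size factors of 14354 genes. The planned rescaling by median-of-ratios therefore gave one factor, 1.02, for every library, and moved no library relative to another; using the values as deposited changes only their size against the pseudocount. The main tests used the deposited RPKM multiplied by this one factor, and the recovered reads served for the measures per library, the simulated data and alternatives.

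Each comparison was tested with limma 3.58.1 in R 4.3.3 on log2(RPKM + 0.1), with eBayes and a trend, all 34 libraries in one fit and no block. The filter was an RPKM of at least 0.1 in at least 5 libraries, which left 19173 genes. Genes were called at an adjusted p under 0.05 (Benjamini-Hochberg) and a log2 fold change beyond 1. The spread of a gene is shared by the 3 groups, so that a gene that varies much among W- males needs a larger difference to be called in W+ vs S. Reads were simulated from the means, spreads and size factors of the real genes, with 200 genes changed 4-fold in 1 group. The same steps called 198 of the changed genes for S vs W- (19112 genes tested), 180 for W+ vs W- (19069 genes tested) and 188 for W+ vs S (19089 genes tested). They called 6, 9 and 6 unchanged genes. The changed genes were drawn only from genes above a minimum of reads, and all others were equal between groups. Many more genes differ in the real comparisons, so these rates may not hold there.

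Principal components were computed on log2(RPKM + 1) of the 500 most variable genes, centred. The position of W+ males, the overlaps between comparisons and the counts of genes inside and outside the range between W- and S follow from these calls. Permutation tests used scipy 1.17.1 and are exact where a group holds fewer than 10 animals, and otherwise draw 100000 resamples.

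The tests of differential expression, the thresholds and most alternatives were set before the data were examined. These alternatives covered the pseudocount, the filter on low values, the scaling, the fit and the thresholds. They also covered a replicate block, each library left out in turn and the values used for principal components. Predictions for the tests of possible explanations were written after the first run of the fits and alternatives. Some were written before and some after the tested value was seen. Scaling by total counted reads, reads thinned to the 2938627 reads of the shallowest library, voom (limma) on the recovered reads, the removal of a length trend and the fit without S replicates 12 to 15 were added after the data were seen. Replicate numbers occur in all 3 groups, and the sources used here do not say that same-numbered animals belong together.

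Depth limits the genes with few reads: 1 read in a library of median depth is worth 0.0869 RPKM for a gene of median length. The rule for named genes, fixed together with the tests, asked for genes the paper names and for the 3 largest rises and falls per comparison among genes with a symbol. No source used here pairs the identifiers with symbols, so that the rule selects no gene, and the tests of gene sets and cell type markers were not run. The identifiers in the text were all chosen after their values were seen.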

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

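The tests for a mislabelled sample, of the 2 shares of tissue and of the slope on reads were chosen after their results were seen. Among the 5 W+ libraries, 12 measures were examined for a library far from the others, and 2 stood out, both for W+ replicate 1; chance singles out about 1 in 20 such groups, and the measures are related to each other. Its counted reads per size factor were 6841732 against 8090849 to 8433256 in the other W+ libraries, a gap of 0.785 of the group's range, where 0.71 is the limit for 5 values. Its 100 most counted genes held 11.0% of the reads against 12.4 to 12.5%, a gap of 0.891 of the range. Its position between W- and S, 0.580, is also the lowest of the group, with a gap of 0.668 that stays under the limit.

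A swapped S or W- label is argued against by its position of 0.580, outside the S range of 0.914 to 1.06 and the W- range of -0.192 to 0.133. A larger part of tissue like that of W- males was tested as a hypothesis. Among the 662 genes at least 5 log2 units higher in S than in W- and at 5 RPKM or more in S, this library lay -1.20 (median, log2) from the mean of the other W+ libraries, with an SD over genes that was 0.812 of the largest such SD among the others, as one common shift would give. These genes set its share of tissue like the other W+ libraries at 0.404, and the 4367 genes called lower in S than in W- set it at 0.706. The difference of 0.302 argues against such tissue as the whole cause. This library also has the most reads of the W+ group (8576453). With every library thinned to 2938627 reads the gap in the share of the 100 most counted genes was 0.897 of the range, but thinning at random keeps such a share by construction. Within the S and W- groups (29 libraries), the lower 95% confidence limit of the slope on reads allows at most 1.86% of the gap in either measure, which argues against the number of reads as such. What else may set this library apart, such as its preparation, was not tested. The labels give no batch or capture date, and no biological explanation within the W+ group was tested.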

How the results depend on the processing

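Scaling by total counted reads, voom, thinned reads, the removed length trend and the fit without the 4 deepest libraries were chosen after the data were seen. A count was taken as changed when it moved beyond 1.5 times. The up-regulated genes of S vs W- (3913 to 7952) and of W+ vs W- (3281 to 6233) stayed within 1.5 times under all 50 alternatives, and the position of W+ males (0.746 to 0.810) moved by less than the SD of the W+ libraries. The 4 identifiers chosen as the largest rise or fall of a comparison were followed only in that comparison. There they kept their direction and their call under the 50 alternatives. In S vs W-, log2 fold changes were 10.17 to 13.16 for ENSMOCG00000015118 and -6.30 to -4.06 for ENSMOCG00000014810. In W+ vs S, they were 1.46 to 2.47 for ENSMOCG00000002738 and -4.19 to -2.54 for ENSMOCG00000011328. ENSMOCG00000007354 and the W+ vs S values of ENSMOCG00000015118 and ENSMOCG00000014810 were not followed over the alternatives. The values as deposited and the planned rescaling differ by one factor for all libraries, so this alternative tests nothing but the pseudocount.

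With a pseudocount of 0.5, W+ vs S had 101 up-regulated genes. There 12 genes were shared between comparisons and as many, 12, lay outside the range between W- and S. In both winter groups, 195 genes differed from S in the same direction with no W+ vs W- call. On the W- side of S lay 97.7% of W+ vs S genes. With a pseudocount of 1, these values were 54, 6, 6, 128 and 98.5%, and 1760 genes were down-regulated in W+ vs W-. Quantile normalization gave 4810 down-regulated genes in W+ vs W-, 35 shared genes and 35 outside the range, and 93.4% on the W- side. Array weights gave 38 shared genes, 38 outside the range and 93.3%; an unadjusted p gave 38, 38 and 93.2%. With no fold change threshold, 7394 genes were down-regulated in S vs W-, 6006 in W+ vs W- and 3271 in W+ vs S. There 1788 were up-regulated in W+ vs S, 110 were shared and 110 outside the range. In both winter groups, 718 genes differed from S in the same direction with no W+ vs W- call. At this setting 4183 lay between W- and S, and 97.1% were on the W- side. Scaling by total counted reads gave 7391 down-regulated genes in S vs W-, 5072 in W+ vs W- and 588 in W+ vs S, and 930 up-regulated genes in W+ vs S. voom on the recovered reads placed 96.7% on the W- side. The share of variance on the first component was 81.2% over all genes and 96.1% with a pseudocount of 0.1. The cause of these changes was not tested, except that a larger pseudocount shrinks the fold changes of genes with few reads, and that the threshold removed admits smaller changes.

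With each of the 34 libraries left out in turn, W+ vs S had 771 to 1517 down-regulated and 146 to 284 up-regulated genes. Of these genes, 93.5 to 95.7% lay on the W- side, and 629 to 1240 genes lay between W- and S. Between 228 and 443 genes differed from S in the same direction in both winter groups with no W+ vs W- call. The lack of this call does not show equal levels. ENSMOCG00000002738 had no such call, with means of 1.34 RPKM in S, 5.25 RPKM in W+ and 9.23 RPKM in W- testes. All 5 lowest values came without W+ replicate 1. No other library moved a count beyond 1.5 times.

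Replicate numbers were tested as a pairing: across genes, same-numbered libraries of W+ and W- had correlations of -0.161 to 0.139 in their deviations from the group means, with 1 of 5 pairs above 0.1, those of W+ and S -0.0517 to 0.0208 and those of W- and S -0.0453 to 0.0963. The animals share only a number. With the replicate block, 360 genes were up-regulated in W+ vs S, 54 were shared between comparisons and 54 outside the range. In both winter groups, 565 genes differed from S in the same direction with no W+ vs W- call. On the W- side lay 91.2% of W+ vs S genes.

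Alternatives for gene sets were not run, since no source used here pairs the identifiers with gene names. Depth limits genes with few reads, but with every library thinned to the same number of reads 95.5% of W+ vs S genes lay on the W- side.

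Other splits of the same libraries were drawn as a test of chance. For each comparison 100 splits were counted, the real one included. As many genes as in the real split came from 1 split for S vs W-, 1 for W+ vs W- and 1 for W+ vs S. This argues against chance but cannot exclude it, since 1 in 100 is the smallest share the test can give. The largest counts of other splits were 2089, 1978 and 317 genes.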

Differences from the paper's values

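The paper's lists hold gene symbols, 523 of them for genes down-regulated in W+ vs S, the same as its count. The counts here cover all 19173 tested identifiers, with or without a symbol, so the genes counted may differ. The number of genes down-regulated in W+ vs W- is 1186 in the paper and 2954 here. Of the 45 alternatives set before the data were examined, a pseudocount of 1 (1760 genes) comes within 1.5 times of the paper's count. The other 44 do not. None of the 45 ran the DESeq2 test that the paper used, and 34 of them each leave out 1 library. For W+ vs S, the paper gives 523 down-regulated genes against 1352 here, and the fit without W+ replicate 1 (771 genes) comes within 1.5 times while the other 44 do not; scaling by total counted reads, chosen after the values were seen, gives 588, and how many of the paper's own genes it drops could not be counted, since the identifiers are not paired with gene names. The same scaling moves away from the paper's counts elsewhere, to 930 up-regulated genes in W+ vs S and 7391 down-regulated genes in S vs W-. The paper gives 89 up-regulated genes in W+ vs S against 228 here; a pseudocount of 0.5 (101 genes) comes within 1.5 times, and the other 44 do not. The counts for S vs W-, 3445 and 4435 in the paper against 4367 and 5511 here, and the 3086 up-regulated genes in W+ vs W- against 4207 here, lie within 1.5 times.

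In Fig. 4B, read by eye, about 1200 down-regulated genes are shared by S vs W- and W+ vs W-, against 2732 here; a pseudocount of 1 (1681 genes) comes within 1.5 times and the other 44 alternatives do not. The same figure shows about 2 genes of W+ vs S shared with another comparison, against 23 here, and none of the 45 alternatives, which gave 6 to 110, comes within 1.5 times.

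The share of variance on the first component for S and W+ libraries is about 38% in Supplementary Fig. 1, read by eye, and 24.6% here. Over all genes that passed the filter it is 33.2%, within 1.5 times of the paper's value, and with a pseudocount of 0.1 (7.78%) or with the values as deposited (24.3%) it is not.

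In Fig. 4A, W+ replicate 3 lies far from the other W+ animals on the second component. Here it lies at -2.60, next to W+ replicate 5 at -2.70, a distance that does not depend on the arbitrary sign of the component. The paper's text states that nearly all genes of W+ vs S are not shared with other comparisons. Named as in the diagram, 23 of the 1580 genes are shared here, and with both directions written relative to S, 1503 (95.1%) are changed in the same direction in W- males.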

Other observations

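The tests of scaling, of gene length, of the 2 mixture shares, of libraries of like depth and of further thinning in this part were chosen after their results were seen. Genes called in W+ vs S lie on the W- side of S: 1503 of 1580 (95.1%) differ from S in the same direction in W- males. Sharing of the S libraries argues for some such excess but not for all of it, since draws from shuffled residuals placed at most 72.9% of all tested genes on that side, against 82.0% observed. The share was 93.5% at its lowest with 1 W+ library left out, 95.9% with scaling by total counted reads, 94.2% with each library's length trend removed and 95.5% at equal depth, which argues against these as the cause. One mixture of tissue like that of S males and tissue like that of W- males was tested as a hypothesis. Among 662 genes at least 5 log2 units higher in S than in W-, the W+ vs S log2 fold changes had a median of -1.35, and their variance was 1.27 times the mean squared standard error, which alone did not decide. The same genes set the S share of the single W+ libraries at 0.190 to 0.559, whereas the 4367 genes called lower in S than in W- set it at 0.619 to 0.915. Within a library these shares differed by at least 0.325, which argues against one mixture with a single share. Differences between genes in how far they have moved from S stay open, as do season and phenotype as biological explanations.

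The 23 genes outside the range between W- and S are not more than chance may give. With every W+ mean moved inside the range, 40 of 100 draws of residuals with replacement called as many, from 0 to 99 genes per draw. The draws mix residuals of all groups, and their wide spread makes this a weak test. A small number of genes specific to W+ males is not excluded by this.

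The amount of reads per typical gene differs between the groups, which the paper does not report. Counted reads per size factor were 10118461 ± 370832 (SD, n = 18) in S, 7964988 ± 640146 (SD, n = 5) in W+ and 6179969 ± 243353 (SD, n = 11) in W- libraries. No groups overlapped (S against W-, permutation test, p = 2e-05; W+ against W-, exact permutation test, p = 0.00046; W+ against S, exact permutation test, p = 5.9e-05; all two-sided, each the smallest the test gives, and 8e-05, 0.00078 and 0.00014 after adjustment over 12 comparisons). Among the 14 S libraries no deeper than the deepest W- library, the lowest was still 1.39 times the highest W- library, which argues against depth. With all libraries thinned to equal depth the ratio was 1.33, but thinning largely keeps this measure by construction. Without the 100 most counted genes the S mean was 1.54 times the W- mean, against 1.64 times with them, which argues against those genes as the whole cause. Which other genes carry the difference was not tested. A median-of-ratios scaling sets the typical gene equal and scaling by totals sets the sum equal, and these libraries hold no added standard that would choose between them, so the balance of up- and down-regulated genes rests on that choice.

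At equal depth, W+ libraries had a read on 16899 ± 85.4 genes (SD, n = 5), S libraries on 16776 ± 92.0 (SD, n = 18) and W- libraries on 16655 ± 112 (SD, n = 11). The difference was 123 genes between W+ and S (two-sided exact permutation test, p = 0.011, adjusted p = 0.013 over 12 comparisons) and 244 genes between W+ and W- (two-sided exact permutation test, p = 0.0014, adjusted p = 0.0021). The order differed for genes with at least 5 reads, of which S libraries had 13867, W+ libraries 14251 and W- libraries 14172. On this measure S lay below W- (permutation test, p = 2e-05, the smallest the draws can give, adjusted p = 8e-05) and below W+ (exact permutation test, p = 0.00012, adjusted p = 0.00024), and W+ and W- did not differ (exact permutation test, p = 0.4, adjusted p = 0.4). The groups overlapped on both measures, and no explanation was tested.

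W- males were less alike than S males. Their positions ran from -0.192 (W- replicate 5) to 0.133 (W- replicate 4), and W- replicates 1 and 3 lay at 0.112 and 0.110. The SD of the first-component scores was 14.7 in W- and 3.29 in S libraries, and with all libraries thinned to equal depth it was 14.8 in W- and 3.28 in S libraries. No W- score moved by more than 0.943. The scores can respond to reads, since at 1% of the equal depth the SD of the W- scores fell to 2.61, but over the depths of these libraries they did not, which argues against the number of reads as such. W- replicates 1 to 4, with 9004888 to 9653984 reads, have the most reads of the W- group and also its 4 highest scores, which at equal depth ran from -73.1 to -56.9, and W- replicate 5 has the fewest reads and the lowest score. Whether these libraries share something else, such as their preparation, was not tested. The paper places 2 histological phenotypes in the W- group, and the labels used here do not say which animal had which, so that no biological explanation was tested.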
